# GPR174 knockdown enhances blood flow recovery in hindlimb ischemia mice model by upregulating AREG expression

**DOI:** 10.1038/s41467-022-35159-8

**Published:** 2022-12-06

**Authors:** Jin Liu, Lihong Pan, Wenxuan Hong, Siqin Chen, Peiyuan Bai, Wei Luo, Xiaolei Sun, Furong He, Xinlin Jia, Jialiang Cai, Yingjie Chen, Kai Hu, Zhenju Song, Junbo Ge, Aijun Sun

**Keywords:** Angiogenesis, Peripheral vascular disease

## Abstract

Regulatory T cells (Tregs) are critically involved in neovascularization, an important compensatory mechanism in peripheral artery disease. The contribution of G protein coupled receptor 174 (GPR174), which is a regulator of Treg function and development, in neovascularization remains elusive. Here, we show that genetic deletion of GPR174 in Tregs potentiated blood flow recovery in mice after hindlimb ischemia. GPR174 deficiency upregulates amphiregulin (AREG) expression in Tregs, thereby enhancing endothelial cell functions and reducing pro-inflammatory macrophage polarization and endothelial cell apoptosis. Mechanically, GPR174 regulates AREG expression by inhibiting the nuclear accumulation of early growth response protein 1 (EGR1) via Gαs/cAMP/PKA signal pathway activation. Collectively, these findings demonstrate that GPR174 negatively regulates angiogenesis and vascular remodeling in response to ischemic injury and that GPR174 may be a potential molecular target for therapeutic interventions of ischemic vascular diseases.

## Abstract (web summary)

*Gpr174* is a regulator of regulatory T cells, which play an important role in angiogenesis after hindlimb ischemia. Here, the authors show GPR174-deficient Tregs promote AREG expression by inhibiting Gαs/cAMP/PKA signal pathway and increasing EGR1 nuclear accumulation to improve angiogenesis and vascular remodeling in response to ischemic injury.

## Introduction

Peripheral artery disease (PAD) affects more than 200 million individuals worldwide and manifests as intermittent claudication or critical limb ischemia (CLI) characterized by ischemic rest pain, ulceration, and gangrene, potentially leading to amputation and early death^1,2^. Common triggers of PAD include atherosclerotic vascular occlusions, metabolic syndrome, and diabetes mellitus^3–5^. PAD is also associated with a high risk of cardiovascular incidents, including stroke and myocardial infarction^6^. Although the pathological process has been well studied, there are few effective treatment options to improve blood flow in ischemic tissues. Therefore, additional studies are warranted to explore novel approaches to ameliorate ischemic tissue injury and improve perfusion.

Accumulating evidence has demonstrated the infiltration of Foxp3^+^ regulatory T cells (Tregs) into injured tissues, including cardiac and skeletal muscle, the lungs, skin, and brain, promoted vascular and tissue regeneration as well as wound healing^7–11^. Tregs have also been reported to enhance the regeneration of peripheral vasculature in PAD^12,13^. Conversely, other studies have revealed that depletion of Tregs exhibited increased restoration of blood flow after HLI^14,15^. However, the molecular mechanisms by which Tregs regulate angiogenesis and vascular remodeling in ischemic tissues are not fully understood.

GPR174, an X-linked G protein coupled receptor (GPCR) that belongs to the P2Y receptor family, is abundantly expressed in immune cells, particularly B and T lymphocytes^16^. Recently, investigations have identified the bioactive lipid lysophosphatidylserine (LysoPS) as a high-affinity GPR174 ligand that suppresses Treg homeostasis and proliferation^17^. There are also multiple lines of evidence suggesting that, GPR174 couples to Gαs to regulate the cyclic AMP/protein kinase A (cAMP/PKA) signaling pathway, which then suppresses the proliferation and function of T cells^18,19^. However, whether GPR174 affects the progression of ischemic diseases by regulating Treg function remains to be elucidated.

Amphiregulin (AREG), a member of the epidermal growth factor (EGF) family, has been shown to play an important role in wound healing and tissue repair^20^. Recent studies have suggested that AREG produced by Tregs in response to injury and stress promotes tissue regeneration^7–11^. The increased production of AREG by Tregs limits the polarization of pro-inflammatory macrophages and in turn promotes tissue repair^21^. AREG has also been reported to be involved in angiogenesis, proliferation, and apoptosis and to prevent myocardial ischemia-reperfusion injury^22–24^. However, the effects of AREG in PAD remain unclear.

In the present study, we investigate the role of GPR174 in blood flow recovery using a hindlimb ischemia (HLI) mouse model. We demonstrate that GPR174 deficiency in Tregs mitigates the inflammatory response and improves endothelial cell proliferation and survival by promoting AREG secretion. Furthermore, we uncover early growth response protein 1 (EGR1) as a transcription factor that elevates AREG expression. We also confirm that GPR174 interacts with Gαs to inhibit the nuclear localization of EGR1 by triggering cAMP/PKA activity. Combined, our data demonstrate the crucial role of GPR174 in regulating inflammation and endothelial cell survival after ischemic injury and identify Treg GPR174 as a potential therapeutic target for treating ischemic vascular diseases, such as PAD.

## Results

### GPR174 knockout enhances blood flow recovery in HLI mice

To determine the possible role of GPR174 in blood flow recovery, we used Laser Doppler imaging to evaluate blood flow in wild-type (WT) and GPR174-knockout (*Gpr174*^*−/Y*^) mice after HLI (Supplementary Fig. 1a, b). The baseline muscle vascular density was similar between in *Gpr174*^*−/Y*^ and WT mice (Supplementary Fig. 1c, d). However, *Gpr174*^*−/Y*^ mice displayed faster blood flow recovery at 7 days after HLI compared with littermate controls (Fig. 1a, b). Moreover, *Gpr174*^*−/Y*^ mice exhibited a lower frequency of necrotic toes (Fig. 1c). Because arteriogenesis and angiogenesis are involved in perfusion recovery after ischemia^25^, CD31 immunostaining as an index of capillary formation was used to evaluate angiogenesis. Consistent with the Laser Doppler imaging results, vascular density was higher in *Gpr174*^*−/Y*^ mice compared with littermate controls 7 days after HLI (Fig. 1d, e). Next, arteriogenesis was analyzed by immunofluorescence staining of vessels. Similar lumen circumferences were observed in the adductor muscles of wild-type and *Gpr174*^*−/Y*^ mice on their non-ligated sides (Supplementary Fig. 1e, f). In contrast, lumen sizes in the ischemic adductor muscles were larger in *Gpr174*^*−/Y*^ mice than littermate controls, indicating increased arteriogenesis post HLI in *Gpr174*^*−/Y*^ mice (Fig. 1f, g). To further confirm this phenotype, CD45^−^CD31^+^ endothelial cells were quantified by flow cytometry. As expected, the number of endothelial cells was increased in *Gpr174*^*−/Y*^ mice 14 days after HLI (Fig. 1h, i). The hypoxic areas in the ischemic muscles were detected by intraperitoneal injection of pimonidazole 7 days after HLI. Degree of hypoxia was reduced in *Gpr174*^*−/Y*^ mice, which was consistent with the increased arteriogenesis (Fig. 1j, k). In addition, the Matrigel plug assay, an ex vivo model, was used to further explore the potential impact of GPR174 deletion in angiogenesis. *Gpr174*^*−/Y*^ mice exhibited increases in vessel formation and hemoglobin content, indicating mature vascular formation and perfusion (Fig. 1l, n). These findings were consistent with the increased neovascularization observed in *Gpr174*^*−/Y*^ mice after HLI, providing strong evidence that GPR174 knockout promoted neovascularization. These data suggest that GPR174 plays a crucial role in ischemia-induced angiogenesis and arteriogenesis.

**Fig. 1:**
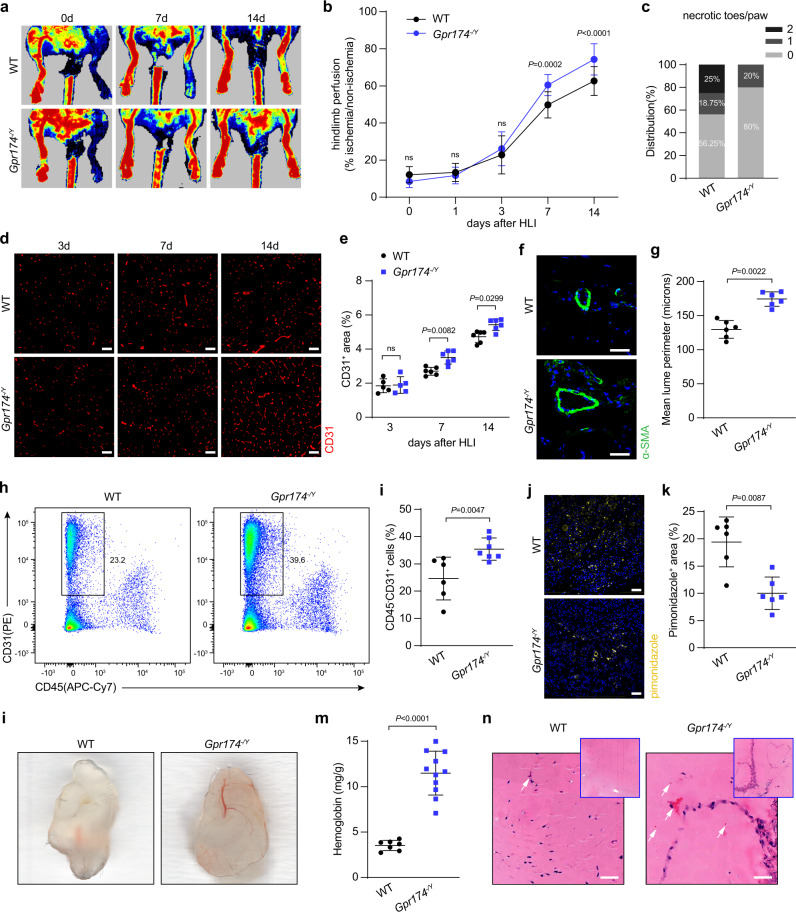
GPR174 deficiency improves blood flow recovery after HLI. **a**, **b** Representative images and quantification of hindlimb blood perfusion in WT and *Gpr174*^*−/Y*^ mice using Laser Doppler imaging at the indicated times after HLI (*n* = 16 for WT mice; *n* = 15 for *Gpr174*^*−/Y*^ mice). **c** Distribution of necrotic toes per paw 14 days after HLI (*n* = 16 for WT mice; *n* = 15 for *Gpr174*^*−/Y*^ mice). **d**, **e** Representative immunofluorescent images of CD31 staining and quantification of CD31^+^ area in WT and *Gpr174*^*−/Y*^ mice gastrocnemius cross sections at the indicated times after HLI (*n* = 5 for WT and *Gpr174*^*−/Y*^ mice 3 days after HLI; *n* = 6 for WT and *Gpr174*^*−/Y*^ mice 7 and 14 days after HLI). Scale bar, 50 μm. **f**, **g** Representative images of αSMA (green) and DAPI (blue) immunostainings and quantification of lumen perimeter in WT and *Gpr174*^*−/Y*^ mice adductor cross sections 14 days after HLI (*n* = 6; wild-type: 50 arteries from 6 mice, *Gpr174*^*−/Y*^: 51 arteries from 6 mice). Scale bar, 50 μm. **h**, **i** Quantification of CD45^-^CD31^+^ endothelial cells in WT and *Gpr174*^*−/Y*^ mice muscle using Flow cytometry 14 days after HLI (*n* = 6 for WT mice; *n* = 7 for *Gpr174*^*−/Y*^). **j**, **k** Representative images of pimonidazole (yellow) and DAPI (blue) immunostainings and quantification of hypoxic areas at 7 days (*n* = 6). Scale bar, 50 μm. **l** Representative images of neovascularization in Matrigel plugs ex vivo in WT and *Gpr174*^*−/Y*^ mice. **m** Quantification of hemoglobin in Matrigel plugs in WT and *Gpr174*^*−/Y*^ mice (*n* = 7 for WT mice; *n* = 11 for *Gpr174*^*−/Y*^ mice). **n** Representative hematoxylin-eosin (H&E) staining images of Matrigel plugs. Scale bar, 50 μm. For all statistical plots, the data are presented as mean ± SD. Two-way repeated measures ANOVA with Sidak’s multiple comparisons test in (**b**). One-way ANOVA with Bonferroni multiple comparisons test in (**e**). Two-tailed unpaired t-tests in (**g**, **i**, **k**, **m**). Source data are provided as a Source Data file.

### GPR174-deficient Tregs improve blood flow recovery after ischemia

We next investigated the cellular source that mediates the GPR174-related angiogenic effects after HLI. Macrophages, neutrophils, ILC2s and lymphocytes, including B cells, CD8^**+**^ T cells, CD4^**+**^Foxp3^−^ T cells, and CD4^**+**^Foxp3^**+**^ Tregs, were sorted by flow cytometry from the muscle tissues of *Foxp3*^*GFP*^ mice, in which GFP is driven by the *Foxp3* promoter, 7 days after HLI (Supplementary Fig. 2a)^26^. The expression of *Gpr174* mRNA has no difference in macrophages, neutrophils, ILC2s, B cells, CD8^+^ T cells, and CD4^**+**^Foxp3^−^ T cells isolated from the ischemic muscles compared with these cells isolated from the non-ischemic muscles (Fig. 2a). However, higher *Gpr174* expression was detected in Tregs isolated from the ischemic areas than cells sorted from the non-ischemic areas and immunofluorescence staining showed that GPR174 was mainly expressed on the cell membranes of Tregs (Fig. 2a, b). These results prompted us to speculate that Treg-expressed GPR174 may play a crucial role in blood flow recovery after HLI. Therefore, adoptive transplantation experiment was used to further explore the functional role of GPR174-deficient Tregs in ischemia-induced neovascularization. Tregs were isolated from the spleens of wild type and *Gpr174*^*−/Y*^ mice and were then separately injected into immunodeficient *Rag1*^*−/−*^ mice calf muscles 3 days after HLI. There was no difference between the number of wild-type and GPR174-deficient Tregs present in the injured gastrocnemius tissues of recipients (Supplementary Fig. 2b, c). The mice treated with either wild-type or GPR174-deficient Tregs exhibited improved blood flow recovery after HLI compared with the PBS-injected controls. However, the effects of GPR174-deficient Tregs were more pronounced (Fig. 2c–e). Immunofluorescence staining of the ischemic tissues showed that adoptive transfer with GPR174-deficient Tregs increased vascular density (Fig. 2f, g). Additionally, increased artery lumen diameters were observed in the injured adductor muscles of *Rag1*^*−/−*^ mice injected with GPR174-deficient Tregs (Fig. 2f, g). These data suggest that Treg-expressed GPR174 negatively regulates blood flow recovery after ischemia.

**Fig. 2:**
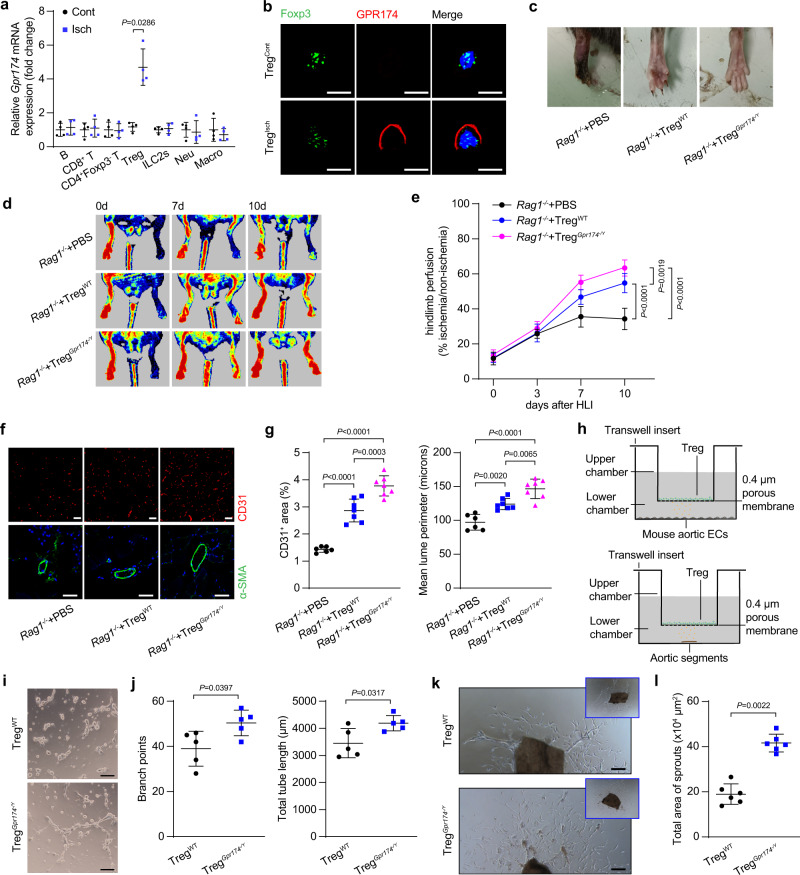
GPR174-deficient Tregs improve blood flow recovery after HLI. **a** *Gpr174* mRNA expression in B cells, CD8^+^ T cells, CD4^+^Foxp3^−^ T cells, CD4^+^Foxp3^GFP^ Tregs, ILC2s, neutrophils, and macrophages isolated from non-ischemic and ischemic muscle in WT mice (*n* = 4). **b** Representative immunofluorescent images of GPR174 (red), Foxp3 (green), and DAPI (blue) in CD4^+^Foxp3^GFP^ Tregs isolated from non-ischemic and ischemic muscle in WT mice. Scale bar, 10 μm. **c** Representative images of necrotic limb 7 days after Tregs adoptive transfer. **d**, **e** Representative Laser Doppler images and quantification of hindlimb blood perfusion in *Rag1*^*−/−*^ mice upon WT or GPR174-deficient Tregs (*n* = 6 for PBS → *Rag1*^*−/−*^ mice; *n* = 7 for wild-type Tregs→*Rag1*^*−/−*^ mice; *n* = 7 for GPR174-deficient Tregs→*Rag1*^*−/−*^ mice). **f** Representative immunofluorescent images of CD31(red) (upper panels) and αSMA (green) (lower panels) and DAPI (blue) staining in ischemic muscle cross sections. Scale bar, 50 μm. **g** Quantification of CD31 (left) and lumen perimeter (right) in *Rag1*^*−/−*^ mice upon WT or GPR174-deficient Tregs (*n* = 6 for PBS → *Rag1*^*−/−*^ mice: 37 arteries from 6 mice; *n* = 7 for wild-type Tregs→*Rag1*^*−/−*^ mice: 46 arteries from 7 mice; *n* = 7 for GPR174-deficient Tregs→*Rag1*^*−/−*^ mice: 47 arteries from 7 mice). **h** Scheme of mouse aortic endothelial cell tube formation and aortic ring assay. **i**, **j** Representative images of capillary-like structures and quantification of branch points and total tube length in mouse aortic endothelial cells cocultured with Tregs isolated from WT or *Gpr174*^*−/Y*^ mice for 16 h (*n* = 5). Scale bar, 200 μm. **k**, **l** Representative images and quantification of vascular sprouting of vessel segments cocultured with Tregs isolated from WT or *Gpr174*^*−/Y*^ mice for 5 days (*n* = 6). Scale bar, 200 μm. For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**a**, **j**, **l**). Two-way repeated measures ANOVA with Sidak’s multiple comparisons test in (**e**). One-way ANOVA with Bonferroni multiple comparisons test in (**g**). Source data are provided as a Source Data file.

To further confirm the role of Treg-expressed GPR174 in neovascularization, tube formation and aortic ring assay were performed. Tregs were isolated from the ischemic muscles of wild-type and *Gpr174*^*−/Y*^ mice and then were cocultured with mouse aortic endothelial cells (MAECs) or the aortic segments in transwell inserts (Fig. 2h). As expected, elevated tube formation in MAECs and vascular sprouting in the aortic segments were observed in coculture with GPR174-deficient Tregs (Fig. 2i–l).

### Lysophosphatidylserine is an endogenous ligand of GPR174

Previous studies have demonstrated that lysophosphatidylserine (LysoPS) and C-C motif chemokine ligand 21 (CCL21) function as endogenous ligands of GPR174 to activate the classical G protein-mediated signaling^16,27^. Therefore, mass spectrometry (MS) and enzyme-linked immunosorbent assay (ELISA) were performed to determine the expression of these ligands in wild-type mice after HLI. Results showed that 18:0 LysoPS production was elevated, whereas CCL21 expression remained unchanged (Supplementary Fig. 3a, b). These findings indicate that 18:0 LysoPS might serve as the endogenous ligand of GPR174 after HLI.

### Amphiregulin expression is upregulated in GPR174-deficient Tregs

To further identify the downstream targets of GPR174 in response to HLI, RNA sequencing (RNA-seq) analysis of the ischemic muscles from *Gpr174*^*−/Y*^ mice and littermate controls was performed 7 days after HLI. 

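The authors deposited, for 3 *Gpr174* -/Y and 3 WT muscles, the estimated number of reads on each RefSeq transcript, without normalization, together with FPKM and TPM. The estimated counts were summed over the transcripts of each gene and rounded. Total counts ranged from 18417077 to 18695013 in the WT libraries (median 18582816) and from 19173036 to 19394469 in the *Gpr174* -/Y libraries (median 19353285). The table listed 58843 transcripts of 18089 genes. Counts were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment in the 14395 genes that edgeR's filter on low counts kept. The smallest number taken as detectable, 3 counts, corresponds to between 0.155 and 0.163 CPM in these libraries, which covers counting error only. Replicate 2 of each group lay between replicates 1 and 3 for 89.3% of 3675 abundant genes in the WT group and 76.1% in the *Gpr174* -/Y group, where 33.3% is given by chance, so values are reported for each library and the limits this sets are given with the results. Neither the sample labels nor the methods give a sequencing batch.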

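*Areg* lies on chromosome 5 of GRCm38 from 91139599 to 91148432, with 6 exons in GENCODE M21, and encodes a ligand of the epidermal growth factor receptor. Its estimated count was 2 in each of the WT libraries, and 5, 5 and 7 in *Gpr174* -/Y replicates 1, 2 and 3. The WT libraries were thus under the detectable 3 counts. Set against 3 counts in WT, the mean *Areg* value of the *Gpr174* -/Y muscles was 1.5-fold higher. This bounds the observed fold from below and leaves out counting error and the spread between replicates. Each *Gpr174* -/Y library was above each WT library (2-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow, taking the libraries as independent). The filter on low counts removed *Areg*, so its model-based values come from the edgeR fit without that filter, where the log2 fold change was 1.14 (standard error 0.43, adjusted p = 0.125), which is not past the threshold of 0.05. The alternative that lowered the adjusted p most was limma on log2(FPKM + 0.1), with 0.00353 and a log2 fold change of 0.87, and the one that raised it most was a score of mature muscle fibre genes as a covariate, with 0.945 and 0.79. The score parts the groups completely, so the fit with it cannot tell genotype from the share of fibre. With replicates 1 and 3 of each group alone, chosen after seeing the data, the adjusted p of *Areg* in edgeR was 0.371. The disrupted gene itself, *Gpr174*, lies on chromosome X from 107255878 to 107296769. It had 8, 2 and 5 counts in WT replicates 1, 2 and 3 and 1, 0 and 0 in the *Gpr174* -/Y replicates. Set against 3 counts in the *Gpr174* -/Y libraries, the WT mean was 2.12-fold higher, with counting error left out. WT replicate 2 was itself under 3 counts, so the bound does not hold for each WT library. In the fit without the filter, the log2 fold change of *Gpr174* was -3.76 (standard error 0.99, adjusted p = 0.0176). With replicates 1 and 3 of each group alone, a comparison chosen after seeing the data, the adjusted p was 0.0877. Of 19 alternatives to that fit, 12 gave *Gpr174* an adjusted p under 0.05. It was also above 0.05 without *Gpr174* -/Y replicate 2 (0.0658), without *Gpr174* -/Y replicate 3 (0.0641) and with the fibre score as a covariate (0.777). From the genome-wide profiles, the paper states higher *Areg* expression.

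**Figure D1:**
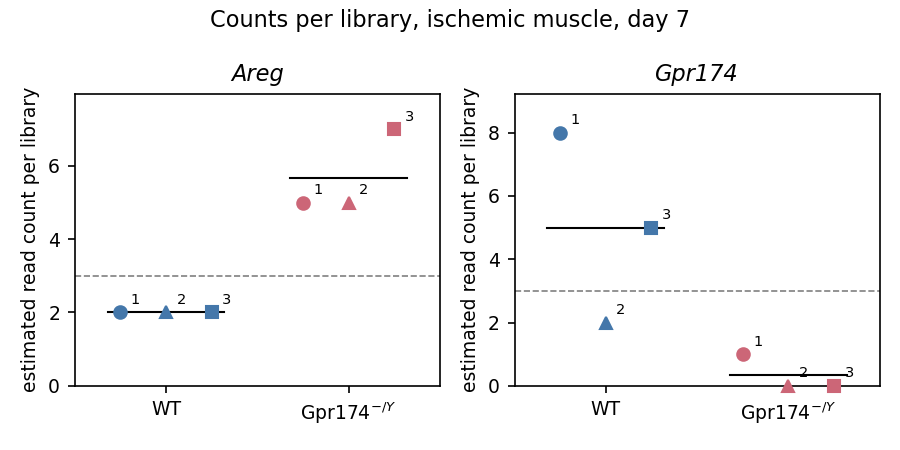
Estimated read counts of *Areg* and *Gpr174* in each library, by genotype; each point is a library with its replicate number, solid lines are group means and the dashed line marks 3 counts. *Areg* sits at 2 counts in the WT libraries and between 5 and 7 in the *Gpr174* -/Y libraries.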

Analysis of the genome-wide gene expression profiles revealed that *Amphiregulin* (*Areg*) expression was increased in *Gpr174*^*−/Y*^ mice (Fig. 3a; Supplementary Fig. 4a, b). Moreover, previous study has shown that Tregs within injured muscles express high levels of *Areg*^7^ (Supplementary Fig. 4c). We thus speculated that GPR174 may regulate AREG expression in Tregs after ischemic injury. RT-qPCR confirmed the upregulation of *Areg* and *Vegf* in the ischemic muscles in *Gpr174*^*−/Y*^ mice 7 days after HLI as compared with wild-type controls, but there was no difference in *Il-10* expression (Supplementary Fig. 5a). Based on ELISA experiments, serum AREG and VEGF concentrations were higher in *Gpr174*^*−/Y*^ mice than littermate controls (Supplementary Fig. 5b). Moreover, in comparison to *Rag1*^*−*^^*/−*^ mice receiving wild-type Tregs, serum AREG and VEGF levels were elevated in those receiving GPR174-deficient Tregs at 7 days after adoptive transplantation (Fig. 3b). We further examined the expression of *Areg*, *Vegf*, and *Il-10* in Tregs isolated from the muscle tissues of *Gpr174*^*−/Y*^ and wild-type mice 7 days after HLI. The results demonstrated that, in comparison to wild-type Tregs, GPR174-deficient Tregs from the ischemic muscles exhibited higher *Areg* expression (Fig. 3c). However, there was no difference in the expression of *Vegf* and *Il-10* in these cells (Fig. 3c). Immunofluorescence staining also confirmed increased AREG expression in GPR174-deficient Tregs (Fig. 3d).

**Fig. 3:**
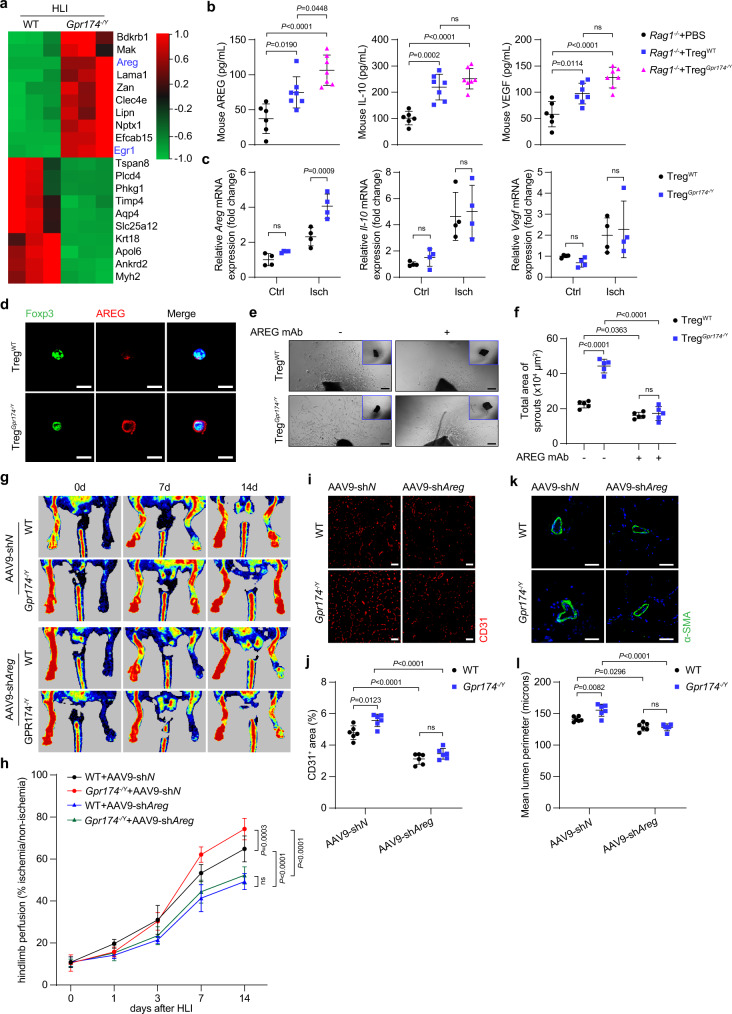
GPR174 regulates neovascularization by inhibiting AREG expression in Tregs. **a** Heatmap of RNA-seq analysis of the ischemic muscles of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI (*n* = 3) (*q*-value < 0.05; |log_2_Fc| > 1). **b** Serum AREG, IL-10, and VEGF protein content in *Rag1*^*−/−*^ mice receiving Tregs 7 days after adoptive transplantation experiments (*n* = 6 for PBS → *Rag1*^*−/−*^ mice; *n* = 7 for wild-type Tregs→*Rag1*^*−/−*^ mice; *n* = 7 for GPR174-deficient Tregs→*Rag1*^*−/−*^ mice). **c** Relative mRNA levels of *Areg*, *Il-10*, and *Vegf* in Tregs sorted from the gastrocnemius tissues of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI (*n* = 4). **d** Representative immunofluorescent images of AREG (red) and DAPI (blue) staining in Tregs isolated from ischemic muscle of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI. Scale bar, 10 μm. **e**, **f** Representative images and quantification of vascular sprouting of vessel segments cocultured with AREG neutralizing antibody and Tregs isolated from WT and *Gpr174*^*−/Y*^ mice for 5 days (*n* = 5). Scale bar, 200 μm. **g**, **h** Representative Laser Doppler images and quantification of hindlimb blood perfusion in WT and *Gpr174*^*−/Y*^ mice injected with AAV9-sh*Areg* at indicated times after HLI (*n* = 7 for WT mice + AAV9-sh*N* and *Gpr174*^*−/Y*^ mice + AAV9-sh*N*; *n* = 8 for WT mice + AAV9-sh*Areg* and *Gpr174*^*−/Y*^ mice + AAV9-sh*Areg*). **i**, **j** Representative immunofluorescent images of CD31 (**i**) staining and quantification of CD31 (**j**) in muscle cross sections (*n* = 6). Scale bar, 50 μm. **k**, **l** Representative immunofluorescent images of αSMA (**k**) staining and quantification of lumen perimeter (**l**) in muscle cross sections (*n* = 6). Scale bar, 50 μm. For all statistical plots, the data are presented as mean ± SD. One-way ANOVA with Bonferroni multiple comparisons test in (**b**). Two-way ANOVA with Bonferroni multiple comparisons test in (**c**, **f**, **j**, **l**). Two-way repeated measures ANOVA with Sidak’s multiple comparisons test in (**h**). Source data are provided as a Source Data file.

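The heatmap of Fig. 3a names 20 genes, 10 higher and 10 lower in *Gpr174* -/Y muscles, and all 20 differed in the direction shown. The filter on low counts kept 16 of them, and 15 passed both an adjusted p of 0.05 and an absolute log2 fold change of 1 in edgeR's quasi-likelihood test. The count was also 15 with adjustment over the list alone, which shows no stability because the list was drawn from these data. *Egr1* was the tested gene that missed the fold change threshold. *Areg*, *Mak*, *Lipn* and *Efcab15* were removed by the filter. *Mak*, *Lipn* and *Efcab15* had at most 3 counts in each WT library. Set against 3 counts, their *Gpr174* -/Y means were 1.86-fold, 2.29-fold and 1.32-fold higher, with counting error left out. Without the filter, 19 of the 20 had an adjusted p under 0.05. Among the lower genes, *Aqp4* had the largest decrease (log2 fold change -4.01, standard error 0.41, adjusted p = 0.000924) and *Slc25a12* the smallest (-1.28, standard error 0.18, adjusted p = 0.00185). With a score of mature muscle fibre genes as a covariate, 4 of the 20 passed both thresholds in the direction of the heatmap, the alternative set before the data were examined that moved this count most. The score parts the groups completely, so this drop cannot show whether the share of fibre accounts for these genes. With replicates 1 and 3 of each group alone, none passed (0 genes), although 16 had an unadjusted p under 0.05. With replicates 1 and 2 alone 15 passed, and with replicates 2 and 3 alone 16. *Apol6* (log2 fold change -1.76) overlaps the abundant fibre gene *Mb* (-2.02) on the opposite strand, and the paper's text does not name the strand use of the counting. The ratio of *Apol6* to *Mb* counts differed by 4.01 counting errors among the WT libraries. By counting error alone, a share of *Mb* reads fixed across libraries thus does not fully account for *Apol6*. The *Gpr174* -/Y libraries, which differed by 1.64 counting errors, do not decide it.

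**Figure D2:**
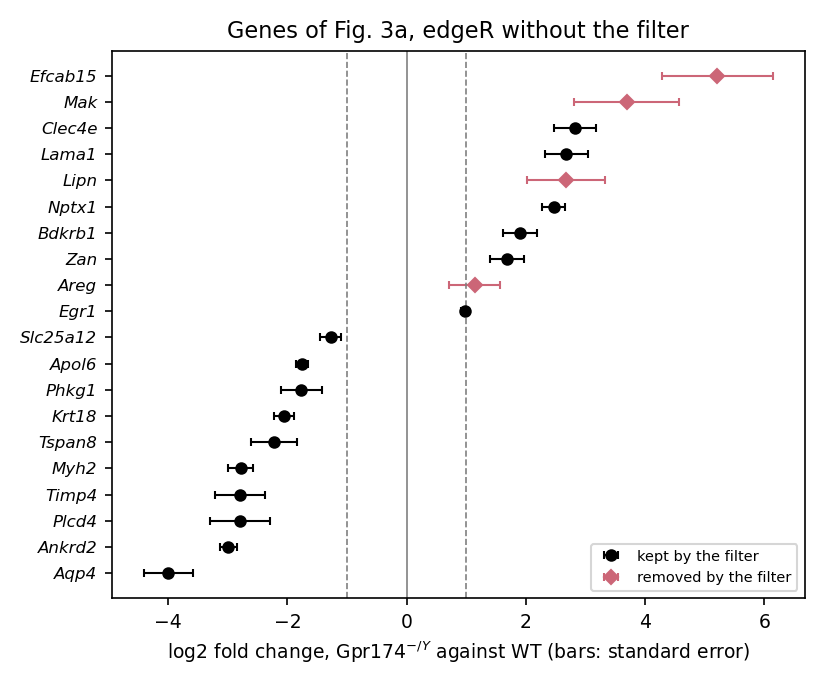
Log2 fold change of the genes named in Fig. 3a, *Gpr174* -/Y against WT, from edgeR without the filter on low counts; bars are standard errors, dashed lines mark an absolute log2 fold change of 1, and diamonds mark genes the filter removed. *Egr1* sits just under the dashed line and *Areg* just above it with a wide bar.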

Based on these findings, we further examined whether GPR174-deficient Treg-induced neovascularization could be inhibited by an exogenous AREG neutralizing antibody. In accordance with such a hypothesis, aortic ring assay showed that the total area of vascular sprouting of vessel segments cocultured with GPR174-deficient Tregs for 5 days was reduced in the presence of exogenous AREG neutralizing antibody (Fig. 3e, f; Supplementary Fig. 5c).

To further explore the role of AREG on GPR174-mediated neovascularization post ischemia in vivo, we knocked down AREG in mice using an adeno-associated virus (AAV9) bearing sh*RNA* against *Areg* (Supplementary Fig. 5d). Hindlimb perfusion measurements showed that both wild-type and *Gpr174*^*−/Y*^ mice exhibited reduced hindlimb reperfusion and disrupted neovascularization after injection with AAV9-sh*Areg* (Fig. 3g–l).

Given the increased angiogenesis in Matrigel plugs, Tregs infiltration and AREG levels were measured. The results showed that Tregs infiltration in Matrigel plugs had no difference in between wild-type control and GPR174-deficient group, but AREG levels were increased in the latter group (Supplementary Fig. 6a, b).

Collectively, these data suggest that GPR174 deficiency enhanced ischemia-induced revascularization at least partially by upregulating AREG expression.

### AREG inhibits apoptosis and promotes proliferation in endothelial cell

Immunostaining was performed in the ischemic muscles of *Rag1*^*−/−*^ mice upon transfer of Tregs to evaluate endothelial cell functions. As expected, more CD31^+^Ki67^+^ cells were found in the gastrocnemius tissues of recipients receiving GPR174-deficient Tregs than recipients receiving wild-type Tregs (Fig. 4a). Transfer of GPR174-deficient Tregs also reduced CD31^+^TUNEL^+^ cells in the ischemic muscles of *Rag1*^*−/−*^ mice (Fig. 4b). This observation also coincided with an increased vascular density in these mice. Perfusion recovery in *Gpr174*^*−/Y*^ vs. controls might already be different early after HLI. To address this issue, we assessed reperfusion and angiogenesis at 3 days post HLI. Results showed reperfusion and angiogenesis were similar between WT and *Gpr174*^*−/Y*^ mice at 3 days after HLI (Fig. 1a, b, d, e). Further, immunofluorescence was performed to detect the proliferation and apoptosis of ECs after HLI. Elevated proliferation and reduced apoptosis of ECs were evidenced in GPR174 KO mice at 3 days after HLI (Supplementary Fig. 7a, b), suggesting that GPR174 knockout promotes blood flow recovery by affecting endothelial cell proliferation and apoptosis.

**Fig. 4:**
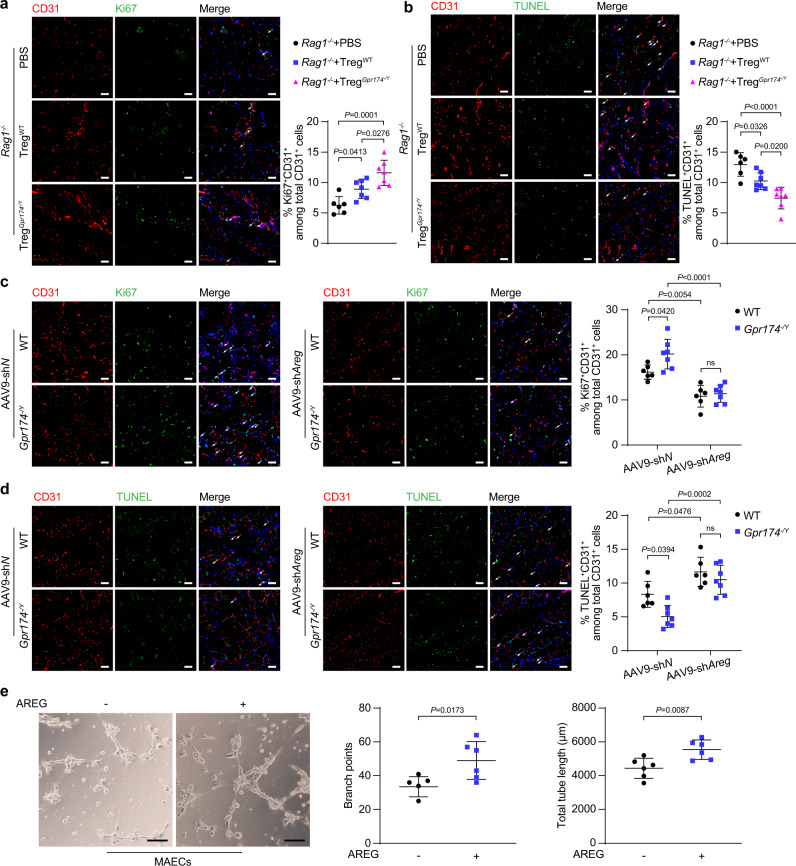
AREG mitigates apoptosis and enhances tube formation in endothelial cells. **a** Representative immunofluorescent image of CD31 (red), Ki67 (green) and DAPI (blue) and quantification of CD31^+^Ki67^+^ cells in muscle cross sections of *Rag1*^*−/−*^ mice receiving Tregs 7 days after adoptive transplantation experiments (*n* = 6 for PBS → *Rag1*^*−/−*^ mice; *n* = 7 for wild-type Tregs→*Rag1*^*−/−*^ mice; *n* = 7 for GPR174-deficient Tregs→*Rag1*^*−/−*^ mice). Scale bar, 50 μm. **b** Representative immunofluorescent images of CD31 (red), TUNEL (green), and DAPI (blue) staining and quantification of CD31^+^TUNEL^+^ cells in muscle cross sections of *Rag1*^*−/−*^ mice receiving Tregs 7 days after adoptive transplantation experiments (*n* = 6 for PBS → *Rag1*^*−/−*^ mice; *n* = 7 for wild-type Tregs→*Rag1*^*−/−*^ mice; *n* = 7 for GPR174-deficient Tregs→*Rag1*^*−/−*^ mice). Scale bar, 50 μm. **c** Representative immunofluorescent images of CD31 (red), Ki67 (green) and DAPI (blue) and quantification of CD31^+^Ki67^+^ cells in muscle cross sections of WT and *Gpr174*^*−/Y*^ mice injection with AAV9-sh*Areg* 14 days after HLI (*n* = 6 for WT mice + AAV9-sh*N* and WT mice + AAV9-sh*Areg*; *n* = 7 for *Gpr174*^*−/Y*^ mice + AAV9-sh*N* and *Gpr174*^*−/Y*^ mice + AAV9-sh*Areg*). Scale bar, 50 μm. **d** Representative immunofluorescent images of CD31 (red), TUNEL (green), and DAPI (blue) staining and quantification of CD31^+^TUNEL^+^ cells in muscle cross sections of WT and *Gpr174*^*−/Y*^ mice injection with AAV9-sh*Areg* 14 days after HLI (*n* = 6 for WT mice + AAV9-sh*N* and WT mice + AAV9-sh*Areg*; *n* = 7 for *Gpr174*^*−/Y*^ mice + AAV9-sh*N* and *Gpr174*^*−/Y*^ mice + AAV9-sh*Areg*). Scale bar, 50 μm. **e** Representative images of capillary-like structures and quantification of branch points and total tube length in mouse aortic endothelial cells stimulated with recombinant AREG for 16 h (*n* = 6). Scale bar, 200 μm. For all statistical plots, the data are presented as mean ± SD. One-way ANOVA with Bonferroni multiple comparisons test in (**a**, **b**). Two-way ANOVA with Bonferroni multiple comparisons test in (**c**, **d**). Two-tailed unpaired t-tests in (**e**). Source data are provided as a Source Data file.

Given the crucial role of AREG in proliferation and apoptosis^23^, we next evaluated the effect of AREG on endothelial cell functions. Results showed that the effect of GPR174 deficiency was partly blocked by AREG knockdown, indicated by reduced proliferation and enhanced apoptosis in the ischemic muscles (Fig. 4c, d). These observations also coincided with an increased vascular density in these mice. Further, tube formation was performed and elevated total tube length was observed in MAECs stimulated with recombinant AREG compared with control groups (Fig. 4e). Moreover, tube formation was also enhanced in human umbilical vein endothelial cells (HUVECs) treated with recombinant AREG (Supplementary Fig. 8a, b). Immunoblotting analysis demonstrated that the expression of the pro-apoptotic molecules, cleaved caspase-3 and BCL-2-associated X protein (BAX), was decreased and that the expression of the anti-apoptotic molecule, B-cell lymphoma 2 (BCL-2), was increased in HUVECs treated with recombinant AREG (Supplementary Fig. 8c, d). To further confirm the effects of AREG on endothelial cell apoptosis, we labeled the apoptotic endothelial cells with annexin V. Consistent with the above findings, endothelial cell apoptosis was reduced following recombinant AREG treatment. However, this effect was not apparent during early apoptosis (Supplementary Fig. 8e, f).

We next investigated the effects of AREG on endothelial cell adherens junctions due to their importance in vascular permeability and angiogenesis. Western blot analysis revealed increased expression of endothelial cell adhesion molecule, VE-cadherin, in HUVECs after recombinant AREG treatment (Supplementary Fig. 8g). Immunofluorescence staining further showed enhanced adherens junctions between endothelial cells stimulated with recombinant AREG (Supplementary Fig. 8h). These data suggest that AREG enhances angiogenesis at least partially by protecting against endothelial cell apoptosis and promoting endothelial cell proliferation and cell-cell interactions.

### GPR174-deficient Tregs attenuate the inflammatory phenotypic transformation of macrophages in ischemic tissues

Previous study demonstrated that GPR174-deficient Tregs mitigated lung injury by promoting macrophages polarization^28^, and macrophages also play a critical role during skeletal muscle regeneration after injury^29^. To further investigate whether GPR174-deficient Tregs affect immune cell recruitment/infiltration and macrophage polarization, flow cytometry was performed to evaluate the number of various myeloid cell populations in the gastrocnemius tissues of *Gpr174*^*−/Y*^ and wild-type mice at 7 days after HLI. Gating strategies were used and CD45^+^CD11b^+^Ly6G^+^F4/80^−^ cells were defined as neutrophils and CD45^+^CD11b^+^Ly6G^−^F4/80^+^ cells as the total muscle monocyte/macrophage population. The CD45^+^CD11b^+^Ly6G^−^F4/80^+^ cells were further divided into two subsets based on either low or high Ly6C expression (Ly6C^low^ and Ly6C^high^, respectively) (Supplementary Fig. 9a). Myeloid cell populations in the non-ligation side muscles from *Gpr174*^*−/Y*^ and wild-type mice were similar (Supplementary Fig. 9b, c). As expected, increased myeloid cell infiltration was observed in the ischemic muscles of both *Gpr174*^*−/Y*^ and wild-type mice compared with the respective nonischemic muscles, but the infiltration of leukocyte, neutrophil, and total macrophage populations was similar between the two groups (Fig. 5a, b). In contrast, fewer pro-inflammatory Ly6C^high^ macrophages and more anti-inflammatory Ly6C^low^ macrophages were found in the ischemic muscles of *Gpr174*^*−/Y*^ mice (Fig. 5a, b).

**Fig. 5:**
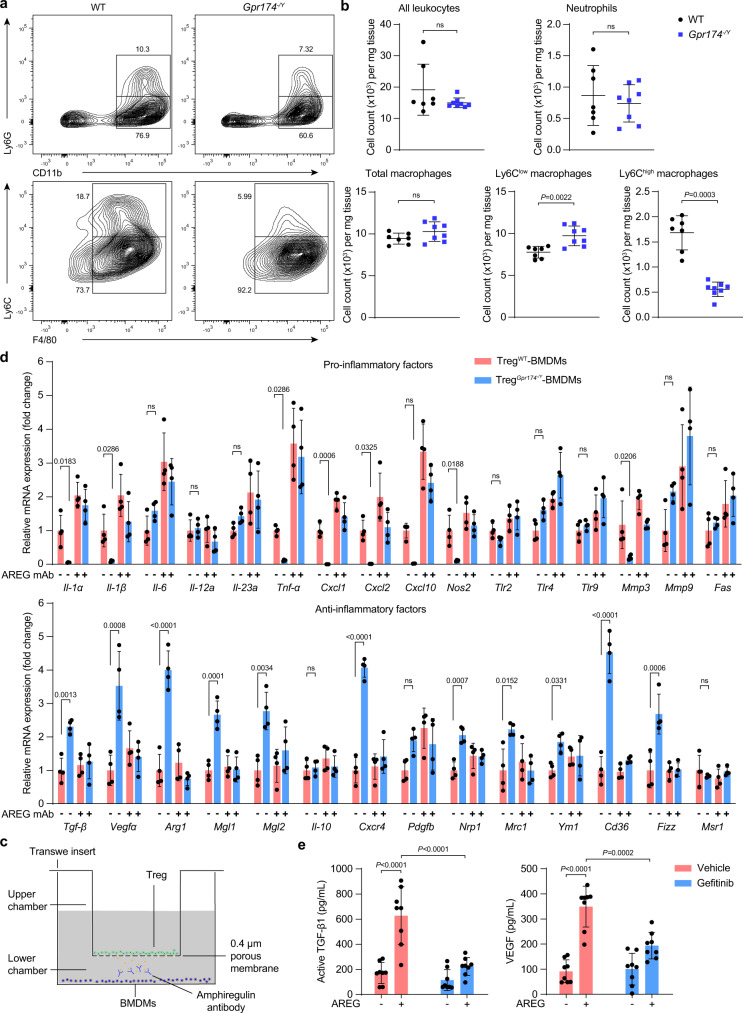
GPR174 deficiency mitigates the inflammation in ischemic muscles through AREG. **a** Representative flow cytometric dot plots of leukocyte populations in gastrocnemius tissues of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI. **b** Quantification of all leukocytes, neutrophils, total macrophages, Ly6C^low^ macrophages, and Ly6C^high^ macrophages in WT and GPR174-deficient gastrocnemius 7 days post HLI (*n* = 7 for WT mice; *n* = 8 for *Gpr174*^*−/Y*^ mice). **c** Scheme of Tregs-macrophages co-culture. **d** Relative mRNA levels of proinflammatory (upper panel) and anti-inflammatory (lower panel) genes in macrophages co-cultured with Tregs and AREG neutralizing antibodies for 24 h (*n* = 4). **e** Quantification of bioactive TGF-β and VEGF in macrophages stimulated with recombinant AREG in the presence or absence of inhibitors for the EGFR (Gefitinib) for 24 h (*n* = 8). For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**b**). Two-way ANOVA with Bonferroni multiple comparisons test in (**d**, **e**). Source data are provided as a Source Data file.

Next, coculture experiments were performed using Tregs isolated from ischemic muscle 7 days after HLI to evaluate the expression of inflammation-related genes in bone marrow-derived macrophages (BMDMs) (Fig. 5c). We found that coculture with GPR174-deficient Tregs decreased the activation of several pro-inflammatory genes in the BMDMs (Fig. 5d). Moreover, GPR174-deficient Tregs also upregulated the expression levels of anti-inflammatory genes in the BMDMs (Fig. 5d). To verify the central role of AREG on GPR174-mediated phenotypic transformation of the BMDMs, AREG neutralizing antibodies were applied and results showed that AREG neutralizing antibodies prevented the phenotypic transformation of the BMDMs induced by GPR174-deficient Tregs (Fig. 5d). Collectively, these data demonstrate that GPR174 deficiency in Tregs improves blood flow recovery after HLI at least partially by enhancing AREG-induced macrophage polarization.

AREG has been reported to promote vascular endothelial growth factor (VEGF) production and the release of bioactive transforming growth factor beta (TGF-β)^22,30^. Next, we treated BMDMs with recombinant AREG and examined the levels of its downstream effector molecules, bioactive TGF-β and VEGF, in the supernatant. The BMDMs treated with recombinant AREG released higher levels of both bioactive TGF-β and VEGF (Fig. 5e). However, these effects were prevented in the presence of EGFR inhibitor Gefitinib (Fig. 5e).

Combined, these data reveal a mechanism by which GPR174 promotes inflammation in ischemic muscles by repressing the secretion of AREG by Tregs and in turn TGF-β and VEGF by macrophages.

### GPR174 downregulates AREG expression by inhibiting EGR1 nuclear accumulation

To further investigate the molecular mechanism by which GPR174 regulates AREG expression, RNA-seq analysis and Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com/) were used to identify transcription factors that may possibly bind to *Areg* promoter. 

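In the same RNA-seq libraries, *Egr1*, which lies on chromosome 18 from 34859823 to 34864984, had 742, 714 and 703 counts in WT replicates 1, 2 and 3 and 1700, 1754 and 1870 in the *Gpr174* -/Y replicates. After TMM scaling these were 46.2, 42.5 and 39.5 CPM in WT and 81.2, 82.6 and 87.0 in *Gpr174* -/Y muscles. The log2 fold change was 0.97 (standard error 0.07, adjusted p = 0.000477 from edgeR's quasi-likelihood test), below the fold change threshold of 1. With total counts in place of TMM scaling, chosen after seeing the data, it was 1.25. With each library left out in turn it stayed between 0.92 and 1.04. With replicates 1 and 3 of each group alone it was also 0.97, and the adjusted p was 0.0542, where the lowest adjusted p of any gene was the same. Of the 20 tested immediate early genes, a list that includes *Egr1*, 16 were higher in *Gpr174* -/Y muscles. From the RNA-seq data and Ingenuity Pathway Analysis, the paper proposes EGR1 as a transcription factor of AREG.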

The results revealed that early growth response 1 (EGR1), a known transcription factor of growth factor, was a potential transcription factor of AREG (Figs. 3a, 6a). Previous investigations have revealed that GPR174 couples to Gαs to increase cAMP levels and PKA activity, which in turn inhibits Treg proliferation and function^18^. Furthermore, PKA has been reported to repress EGR1 nuclear localization^31^. We thus hypothesized that GPR174 might regulate AREG expression by modulating EGR1 nuclear localization. Therefore, RT-qPCR was performed to evaluate *Egr1* expression in Tregs after HLI. Although there were no differences at baseline, *Egr1* mRNA expression levels were elevated in GPR174-deficient Tregs isolated from the ischemic muscles compared with wild-type Tregs (Fig. 6b). Furthermore, immunofluorescence staining was used to analyze EGR1 nuclear localization in the Tregs. GPR174-deficient Tregs from the ischemic areas exhibited more abundant EGR1 nuclear localization than wild-type Tregs (Fig. 6c, d). These data suggest that GPR174 regulates both the expression and nuclear accumulation of EGR1 in Tregs.

**Fig. 6:**
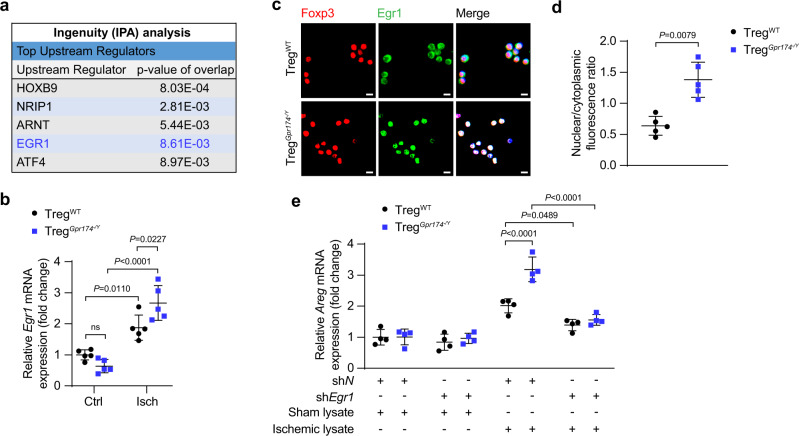
GPR174 downregulates AREG expression by inhibiting EGR1 nuclear localization. **a** Top transcription factors of AREG. **b** *Egr1* mRNA expression in Tregs isolated from the muscle tissues of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI (*n* = 5). **c** Representative immunofluorescent images of EGR1 (red), and DAPI (blue) staining in Tregs isolated from the ischemic muscles of WT and *Gpr174*^*−/Y*^ mice 7 days after HLI. Scale bar, 10 μm. **d** Quantification of nuclear localization of EGR1 (*n* = 5). **e** *Areg* mRNA expression in WT or GPR174-deficient Tregs treated with sh*Egr1* and non-ischemic or ischemic muscle lysates (*n* = 4). For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**d**). Two-way ANOVA with Bonferroni multiple comparisons test in (**b**, **e**). Source data are provided as a Source Data file.

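Of the 5 transcription factors in Fig. 6a, *Egr1* was the single gene with an adjusted p under 0.05 between *Gpr174* -/Y and WT muscles in edgeR's quasi-likelihood test. The log2 fold change was 0.21 for *Hoxb9* (standard error 0.24, adjusted p = 0.586), -0.06 for *Nrip1* (standard error 0.13, adjusted p = 0.74), -0.11 for *Arnt* (standard error 0.05, adjusted p = 0.0871) and 0.01 for *Atf4* (standard error 0.07, adjusted p = 0.958). The values of *Nrip1* and *Arnt* changed sign when total counts replaced TMM scaling, to 0.23 and 0.16, while the median of all tested genes shifted by 0.28. With that scaling *Arnt* and *Atf4* also had an adjusted p under 0.05, so that 3 of the 5 passed, as in both FPKM fits, and the MA-plot test on summed counts passed 4. Without WT replicate 3, still with TMM scaling, 3 also passed, there with *Nrip1* (-0.18, adjusted p = 0.0448) and *Arnt* (-0.13, adjusted p = 0.0354) lower. With replicates 1 and 3 of each group alone, chosen after seeing the data, 0 passed. The files hold expression only, so binding to the *Areg* promoter was not analysed here.

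**Figure D3:**
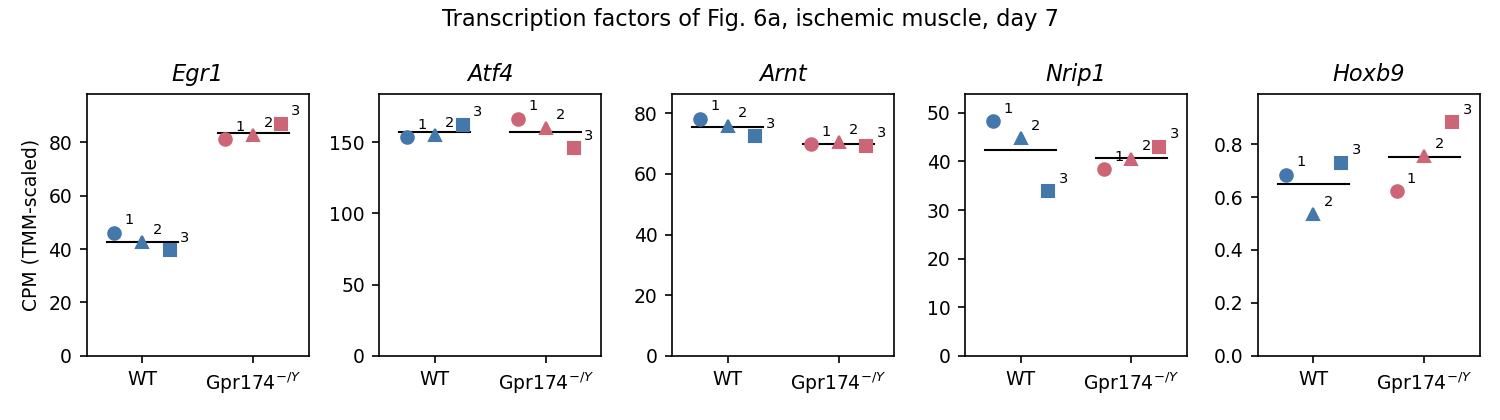
TMM-scaled CPM of the Fig. 6a transcription factors in each library, by genotype; each point is a library with its replicate number and lines are group means. The *Gpr174* -/Y libraries lie above the WT libraries for *Egr1*, and for *Arnt* slightly below them, a direction that flips with total counts.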

We further explore the effect of GPR174 on EGR1-mediated AREG regulation. To simulate the ischemic environment in vitro, Tregs isolated from spleen of *Gpr174*^*−/Y*^ and wild-type mice were treated with sh*Egr1* (Supplementary Fig. 10) and ischemic muscle lysates. We found that EGR1 knockdown reduced AREG expression induced by GPR174 knockout (Fig. 6e). We then investigated how LysoPS regulates AREG expression. AREG production was suppressed in Tregs treated with LysoPS and the cell-permeable cAMP analog db-cAMP (Supplementary Fig. 11a, b). In contrast, blocking cAMP-dependent PKA with Rp-cAMPS or H 89 reversed the effects of LysoPS (Supplementary Fig. 11a, b).

These data suggest that GPR174 negatively regulates AREG expression by inhibiting EGR1 nuclear accumulation.

### EGR1 activates *Areg* transcriptional activity

EGR1 was predicted as a potential transcription factor of *Areg* by IPA. Therefore, we speculated that EGR1 may bind to the *Areg* promoter to activate its transcription. The JASPAR database identified three predicted EGR1 binding sites within the *Areg* promoter (Fig. 7a, b). The first and third binding sites were located 72–85 bp and 78–91 bp, respectively, upstream of the transcription start site, whereas the second binding site was located 54–67 bp downstream of the transcription initiation site (Fig. 7b). As expected, chromatin immunoprecipitation (ChIP) and qPCR analyses revealed a higher enrichment efficiency of the *Areg* promoter with the EGR1 antibody than the normal anti-IgG antibody (Fig. 7c; Supplementary Fig. 12a), indicating EGR1 as a transcriptional regulator of *Areg*. After stimulation with 18:0 LysoPS, the enrichment of EGR1-bound *Areg* promoter was reduced by CRISPR activation plasmid-mediated GPR174 overexpression in HEK293A cells (Fig. 7d; Supplementary Fig. 12b). These data indicate that GPR174 signaling affects the binding of EGR1 to the promoter regions of *Areg*.

**Fig. 7:**
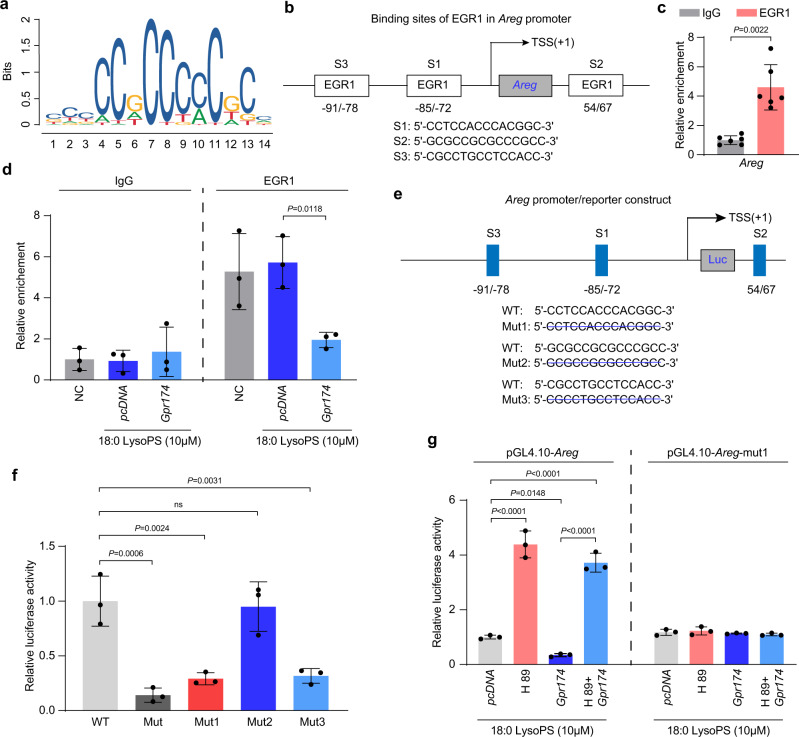
GPR174 inhibits AREG transcription activation via PKA/EGR1 pathway. **a** Consensus DNA-binding motifs of EGR1 according to JASPAR database. **b** The predicted binding sites of EGR1 in *Areg* promoter according to JASPAR database. **c** ChIP-qPCR assay in HEK293A cells for EGR1 or IgG occupancy at *Areg* promoter fragments (*n* = 6). **d** ChIP-qPCR assay in HEK293A cells transfected with *Gpr174* CRISPR Activation Plasmid for EGR1 or IgG occupancy at *Areg* promoter fragments (*n* = 3). **e** Generation of luciferase reporters governed by *Areg* promoter with wild-type or mutant EGR1 binding sites; **f** Dual luciferase reporter assay in HEK293A cells co-transduced with luciferase reporter driven by wild-type or mutated promoter, pRL-CMV-renilla, and expression plasmid for EGR1 (*n* = 3). **g** AREG promoter activity in HEK293A cells co-transfected with wild-type or mutant 1 *Areg* promoter constructs, pRL-CMV-renilla, and Gpr174 CRISPR Activation Plasmid or treated with H 89 2HCL (*n* = 3). For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**c**). Two-way ANOVA with Bonferroni multiple comparisons test in (**d**, **f**, **g**). Source data are provided as a Source Data file.

To further determine the mechanism of EGR1-mediated *Areg* promoter activation, we mutated the three EGR1 binding sites in the *Areg* promoter and individually transfected the respective plasmids containing either mutated or wild-type promoter regions into HEK293A cells overexpressing EGR1. We found decreased *Areg* promoter activity in the HEK293A cells expressing either the first or third mutated ERG1 binding site compared with those expressing the wild-type binding sites (Fig. 7e, f; Supplementary Fig. 12c, d). We further examined whether GPR174 regulated *Areg* transcription via the PKA/EGR1 pathway. After stimulation with 18:0 LysoPS, GPR174 overexpression attenuated *Areg* promoter activity, whereas the promoter activity was enhanced in response to PKA inhibition (Fig. 7g). Altogether, these data indicate that GPR174 regulates *Areg* transcriptional activation via the PKA/EGR1 pathway (Supplementary Fig. 12e).

### GPR174 knockout enhances blood flow recovery after HLI in diabetic mice

Diabetes mellitus and metabolic syndrome are involved in the development of PAD. We next investigated the effects of GPR174 using the streptozotocin (STZ)-induced type I diabetic mouse model. Hindlimb ischemia was established on the left hind limb of mice 12 weeks after STZ intraperitoneal injections, and foot perfusion was evaluated at indicated time points after HLI (Supplementary Fig. 13a). GPR174 deletion promoted blood flow recovery angiogenesis after HLI in diabetic mice compared to wild-type diabetic mice; however, there was no difference 3 days after HLI (Supplementary Fig. 13b–e). Furthermore, immunofluorescence was also performed to evaluate the effect of GPR174 in endothelial cell proliferation and apoptosis in diabetic ischemic muscle 3 days after HLI. The results showed that endothelial cell proliferation increased and apoptosis decreased in *Gpr174*^*−/Y*^ diabetic mice, which might partially be associated to the observed promoted perfusion recovery in later days post HLI (Supplementary Fig. 13f, g). Collectively, GPR174 deficiency improves blood flow recovery in diabetic mice after HLI.

## Discussion

In the present study, we reveal that GPR174 negatively regulates neovascularization by inhibiting Treg function. We demonstrate that GPR174 deficiency improves blood flow recovery and mitigates the inflammatory response in ischemic tissues. Furthermore, we show that GPR174 limits angiogenesis and vascular remodeling and promotes inflammation by inhibiting AREG expression. Further mechanistic investigations demonstrate that GPR174 increases the activation of the Gαs/cAMP/PKA signaling pathway to inhibit the binding of EGR1 to the *Areg* promoter. Altogether, these data provide novel evidence that GPR174 inhibits neovascularization by downregulating AREG expression via the Gαs/cAMP/PKA/EGR1 signaling pathway.

Accumulating investigations have demonstrated that, in addition to their immunosuppressive effect, Tregs contribute to tissue homeostasis and regeneration by secreting growth factors^7–11^. Also, Treg infiltration has been shown to be increased in ischemic tissues, which in turn mitigates the pro-inflammatory response and enhances angiogenesis^11,13,32^. GPR174 is a GPCR that is predominantly expressed in Tregs and other lymphocyte populations^16^. Other studies have revealed that GPR174-deficient Tregs are associated with the reduced severity of autoimmune encephalomyelitis and sepsis-induced lung injury, which may be attributed to the fact that GPR174 is a negative regulator of Treg proliferation and function^17,28^. These investigations have further suggested that the function of Tregs in regulating angiogenesis may be partially mediated by GPR174.

Here, we observed that the *Gpr174*^*−/Y*^ mice exhibited reduced ischemic damage after HLI, which was attributed to improved blood flow recovery, enhanced vascular remodeling and angiogenesis, and mitigated endothelial cell apoptosis. Using adaptive transfer experiment, we also showed that GPR174-deficient Tregs exerted protective effects in muscle tissues after ischemia. GPR174 has been identified as a Gαs-dependent receptor that elevates cAMP levels and increases PKA activity, thereby inhibiting naïve T cell activation^18^. Additionally, investigations have revealed that the cAMP/PKA signaling pathway inhibits the nuclear translocation and phosphorylation of EGR1^31,33,34^. However, whether GPR174 regulates EGR1 nuclear localization in Tregs remains unknown.

We determined the relationship between GPR174 and EGR1 using RT-qPCR and immunofluorescence analyses. GPR174-dificient Tregs isolated from the ischemic muscles exhibited increased EGR1 expression and nuclear accumulation. Further investigation of the underlying mechanism uncovered that GPR174/Gαs signaling increased cAMP levels and PKA activity to negatively regulate EGR1 nuclear accumulation in Tregs. This contributed to AREG downregulation in these cells, leading to reduced angiogenesis and delayed blood flow recovery after HLI.

An increasing number of investigations have revealed that AREG not only mitigates inflammation by inducing macrophage polarization in the lungs^21^, but it also alleviates tissue damage by promoting the proliferation and differentiation of tissue precursor cells in the skin, muscles, and retinas^7,35^. AREG has also been shown to inhibit apoptosis in stem cells and liver cells^23,36^. Recent studies have shown that AREG is highly produced by Tregs in injured tissues^7,10,11^. These properties of AREG indicate that it is a key molecule involved in the regulation of Tregs to attenuate the inflammatory response and promote tissue repair. We demonstrated that AREG expression was increased in GPR174-deficient Tregs isolated from ischemic muscle compared with wild-type controls. We also found that the protective effects of the GPR174-deficient Tregs were blocked by AREG knockdown in aortic ring assay. In contrast, treatment with recombinant AREG enhanced adherens junctions and tube formation and also mitigated apoptosis in endothelial cells. These findings indicated that Treg-specific GPR174 knockout directly enhanced angiogenesis by increasing AREG expression.

Our results showed that compared with wild-type Tregs, GPR174-deficient Tregs promoted anti-inflammatory polarization of macrophages after HLI, which was in line with previous finding by Dongze Qiu and colleagues in that GPR174 KO mice from the same mouse strain attenuated LPS induced inflammation response in macrophage^28^. In addition, they also showed that GPR174-deficient Tregs secreted IL-10, leading to increased M2 polarization of macrophages, thereby protecting the mice against sepsis induced lung injury^28^. In our study, IL-10 was similar between wild-type and GPR174-deficient Tregs after hindlimb ischemia, the difference might possibly be related to the degree of inflammation response, in that inflammation response is overwhelming in sepsis model, while ischemia is dominant in our HLI model. We further demonstrated that the GPR174-deficient Tregs promoted anti-inflammatory macrophage polarization in response to ischemia via AREG. In contrast, the effects were inhibited by the EGFR inhibitor, Gefitinib, as well as an AREG neutralizing antibody. Consistent with these findings, another study reported that elevated AREG expression in NOTCH4-knockout Tregs promoted the polarization of M2 macrophages to ameliorate lung injury induced by viral infections^21^.

Note that we verify the direct role of AREG in promoting endothelial cell functions. However, epidermal growth factor receptor (EGFR), an affinity receptor of AREG, was predominantly expressed in tumor-derived endothelial cells rather than normal^37^. Thus, the underlying mechanism by which AREG acts on endothelial cells remains to be further investigated. In additional, it is to note that in our study, we only studied the impact of GPR174 knockout in male mice undergoing HLI, to minimize the influence from sex hormone variations from female mice, caution is thus needed in the interpretation of our results, and future studies are needed to explore the impact of GPR174 knockout in female mice in identical experimental conditions. Furthermore, the mouse model of hindlimb ischemia is an acute event that does not completely simulate lower extremity PAD. Therefore, clinical patient data need to be integrated into further studies to validate our results.

In conclusion, our findings demonstrate a negative regulatory role of GPR174 in response to HLI. Treg-expressed GPR174 inhibits EGR1 nuclear accumulation by coupling with Gαs to elevate cAMP levels and PKA activity, leading to the downregulation AREG expression and thereby reduced neovascularization post ischemic insult. These data suggest that targeting GPR174 may be a potential therapeutic strategy for treating ischemic vascular diseases, such as PAD.

## Methods

### Experimental animals

All animal experiments were approved by the Ethics Committee of Zhongshan Hospital, Fudan University, Shanghai, China (2020-045) and were following the guidance for the Care and Use of Laboratory Animals published by the National Research Council (U.S.) Institute for Laboratory Animal Research. Mice were housed with free access to food and water, under an alternating 12 h light–dark cycle in a constant temperature (22 ± 1 °C) and 50% relative humidity room. *Gpr174*^*−/Y*^ mice with C57BL/6 genetic background were acquired from Zhenju Song Laboratory, Zhongshan Hospital, Fudan University (Supplementary Fig. 1a). Male C57BL/6 *Foxp3*^*GFP*^ reporter mice aged 8 to 10 weeks were used to isolate CD4^+^Foxp3^GFP^ Tregs by flow cytometry (Supplementary Fig. 1b). Male C57BL/6 wild type and *Gpr174*^*−/Y*^ mice aged 8 to 10 weeks were used for sorting Tregs using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783). Eight-week-old male C57BL/6 *Rag1*^*−/−*^ mice obtained from Cyagen Biosciences were injected with Tregs to exam the effects of GPR174. Male C57BL/6 wild-type and *Gpr174*^*−/Y*^ mice aged 4 weeks were intravenously injected with adeno-associated viral (AAV9) bearing sh*RNA* against AREG^38^ (the sh*RNA* sequence was 5′-CCACAAATATCCGGCTATATT-3′) to down-regulate AREG expression in muscle tissues. All experiment animals were male for the character of less influence of sex hormone^39,40^.

### Hindlimb ischemia

To generate a model of hindlimb ischemia, we ligated the left hindlimb femoral artery of mice. Briefly, male C57BL/6 wild-type and *Gpr174*^*−/Y*^ mice aged 8 to 10 weeks were anesthetized with isoflurane and placed on the heated blanket to maintain body temperature; after this, the hind limb was shaved, and, following a small incision (≈1 cm) was made in the skin to directly expose the femoral vasculature. Both the Proximal and distal sites of the femoral artery were ligated using surgical knots, followed by dissociating and excising the segment between the ligation sites and suturing the skin with noncontinuous absorbable suture. Hindlimb blood flow was assessed by laser Doppler perfusion imaging (PeriScan PIM 3, Perimed) at 0, 1, 3, 7, 14 days post HLI. The rate of reperfusion in the hind limb was measured by analyzing the ratio of blood flow in the ligated versus non-ligated limb using PIMSoft (Perimed). At day 3, 7, and 14 post HLI, mice undergoing surgery were sacrificed by cervical dislocation, and the gastrocnemius and adductor muscles from both legs were harvested for subsequent analysis.

### Induction of diabetic mouse model

To induce type I diabetes (T1DM) mouse model, we used a standard protocol of streptozotocin (STZ) (Sigma, S0130) injection. Briefly, six-week-old male C57BL6 *Gpr174*^*−/Y*^ mice and WT littermates were fasted for 6 h and then injected intraperitoneally (i.p.) with citrate buffer or STZ (55 mg/kg in sodium citrate buffer, pH 4.5) for 5 consecutive days. Two weeks after the first injection non-fasting blood glucose concentrations were measured by an electronic glucometer (Roche Diabetes Care GmbH, Mannheim, Germany), and only mice with blood glucose levels > 280 mg/dL were considered diabetic and used for experiments. Surgical intervention to induce unilateral hindlimb ischemia was performed 12 weeks after constant hyperglycemia.

### Cells culture

Human umbilical vein endothelial cells (HUVECs) (Cyagen Biosciences, HUVEC-20001) were obtained from Cyagen Biosciences and cultured in endothelial cell medium (ECM, Sciencell, 1001) supplemented with 5% fetal bovine serum (FBS, Sciencell, 0025), 1% endothelial cell growth supplement (ECGS, Sciencell, 1052) and 1% antibiotic solution (P/S, Sciencell, 0503). Next, HUVECs were stimulated with 50 ng/mL AREG (Peprotech, 100-55B) to evaluate apoptosis and adherent junctions between endothelial cells. Tregs were isolated from ischemic muscle or the spleens of male C57BL/6 wild type and *Gpr174*^*−/Y*^ mice aged 8 to 10 weeks using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783). The cells were stimulated with Dynabeads Mouse T-Activator CD3/CD28 (bead-to-cell ratio of 2:1, Gibco, 11453D) for 4 days in the presence of 40 ng/mL IL2 (Peprotech, 212-12). Cells were cultured in Advanced medium RPMI-1640 (Gibco, 12633012) supplemented with 10% FBS, 2-mercaptoethanol, l-glutamine, and penicillin/streptomycin.

### Single cell suspensions preparation

Single cell suspensions from spleen or ischemic muscle were prepared as follows. For muscle, mice were culled by cervical dislocation, and the injured gastrocnemius muscle was immediately excised and was minced in a 2 mL tube on ice. Next, the minced muscle was enzymatically digested in PBS buffer containing Dispase II (Sigma, D4693) and Collagenase IV (ThermoFisher Scientific, 17104019) for 40 min at 37 °C with gentle shaking (120 rpm) on shaker (SHANGHAI MINQUAN INSTRUMENT CO., LTD, MQD-S2R). After digestion, an equal volume of 20% FBS in HBSS was used to stopped the reaction and the suspension was passed through a 70 μm cell strainer (Corning Falcon, 352350) and 40 μm cell strainer (Corning Falcon, 352340). For spleen, after mice were sacrificed, the connective and adipose tissues of the spleen were removed. Then the spleen was transferred to a 100 mm culture dish containing 10 mL cold PBS and was cut into small pieces. The spleen tissue was ground with a 2.0 mL syringe plunger and aggregates and debris were removed by passing cell suspension through a 70 μm cell strainer and 40 μm cell strainer. Cell suspensions were collected by centrifugation at × 100 g for 5 min at 4 °C (Thermo Fisher Scientific, 75004250) and resuspended on ice with 10 mL 1 × lysing buffer (BD Biosciences, 555899) for 5 min to remove erythrocytes. After centrifugation at × 100 g for 5 min at 4 °C, the filtered cell suspension was resuspended in stain buffer (PBS) (BD Biosciences, 554656) and transferred to a 1.5 mL EP tube. The obtained single cell suspensions were used for further analysis and sorting with flow cytometry.

### Flow cytometry

Single cell suspensions of spleen and muscle were prepared as above (see Single cell suspensions preparation section). Prior to surface marker staining with antibodies, CD16/CD32 Monoclonal Antibody (FRC-4G8) (1:50 dilution, Thermo Fisher Scientific, MFCR00-4) was used to block Fc gamma receptors at 4 °C for 15 min. Then, single cell suspensions were incubated with live/dead-BV510 (1:1000 dilution, BD Biosciences, 564406) at room temperature for 10 min. Thereafter, cells were incubated with the appropriate fluorophore-conjugated antibodies at 4 °C for 30 min. Flow cytometric analysis was performed on FACSAria™ III flow cytometer (BD Biosciences) and cells sorted using a moflo Astrios EQ (Beckman Instruments, Inc). Data were analyzed with FlowJo 10 software (Tree Star). All fluorophore-conjugated antibodies are listed in Supplementary Table 1.

### Isolation of mouse regulatory T cells

Mouse regulatory T cells were sorted using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783) according to manufacturer’s instructions. Single cell suspension (1 mL) was prepared as above and resuspended with rat serum (50 μL/mL). And CD4^+^ T Cell Isolation Cocktail (50 μL/mL of sample) was added and incubated at room temperature (RT) for 10 min. Then, Streptavidin RapidSpheres™ (75 μL/mL of sample) was added and incubated at RT for 2.5 min. EasySep™ Buffer (STEMCELL Technologies, 20144) was added to top up sample to 2.5 mL and the tube was placed into the EasyEights™ EasySep™ Magnet (STEMCELL Technologies, 18103) and incubated at RT for 5 min. Thereafter, the enriched cell suspension was carefully transferred into a new 5 mL tube and was collected by centrifugation at × 200 g at RT for 10 min (Thermo Fisher Scientific, 75004250) and was resuspend with 0.5 mL EasySep™ Buffer. Cell suspension was incubated with 25 μL FcR blocker to block Fc gamma receptors at RT for 5 min. Then, CD25 Regulatory T Cell Positive Selection Cocktail (25 μL of sample) was added and incubated at RT for 10 min. PE Selection Cocktail (10 μL of sample) and Dextran RapidSpheres™ (30 μL of sample) were sequentially added and incubated at RT for 5 min. Cell suspension was then placed into the magnet and incubated at RT for 15 min. Finally, the cells were washed three times with 2.5 mL EasySep™ Buffer and supernatant was carefully discarded.

### Adaptive transfer regulatory T cells

For Tregs transfer experiments, Tregs were freshly isolated from spleens of 8- to 10-week-old male C57BL/6 wild type and *Gpr174*^*−/Y*^ mice using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783) as above. Then, 1 × 10^6^ Tregs diluted in 50 μL sterile PBS were injected into 8-week-old male C57BL/6 *Rag1*^*−/−*^ mice calf muscles 3 days after HLI.

### Isolation of mouse aortic endothelial cells

Mouse aortic endothelial cells were isolated from the aorta of 8-week-old male C57BL/6 wild type mice. In brief, mice were anesthetized and Heparin (100 U/mL in sterile PBS) was injected into the left ventricle to remove circulating blood. The aortae were dissected along the longitudinal axis in DMEM and incubated with collagenase type II (2 mg/mL, Worthington, LS004176) for 45 min at 37 °C. Detached endothelial cells were collected centrifugation at × 112 g (Thermo Fisher Scientific, 75004250) for 5 min, resuspended in 20% FBS-DMEM, and then cultured in endothelial cell medium (ECM, Sciencell, 1001) supplemented with 5% fetal bovine serum (FBS, Sciencell, 0025), 1% endothelial cell growth supplement (ECGS, Sciencell, 1052) and 1% antibiotic solution (P/S, Sciencell, 0503) for 1 week.

### Aortic sprouting assay

Generation of thoracic aortas segments and aortic sprouting assay were performed as follows. In brief, male C57BL/6 wild type mice aged 8 to 10 weeks were killed by cervical dislocation, and thoracic aortas were flushed with Heparin (100 U/mL in sterile PBS) to remove all blood and were removed all extraneous tissue. Segments of ≈0.5 mm were cut and embedded in reduced growth factor Matrigel (Corning Falcon, 356231) in lower chamber and incubated for 1 h at 37 °C. Subsequently, endothelial cell medium (ECM, Sciencell, 1001) containing 5% fetal bovine serum (FBS, Sciencell, 0025), 1% endothelial cell growth supplement (ECGS, Sciencell, 1052) and 1% antibiotic solution (P/S, Sciencell, 0503) was added to the lower chamber and 1 × 10^4^ Tregs isolated from ischemic muscle of 8- to 10-week-old male C57BL/6 wild type and *Gpr174*^*−/Y*^ mice using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783) were cultured in the upper chamber containing Dynabeads Mouse T-Activator CD3/CD28 (bead-to-cell ratio of 2:1, Gibco, 11453D), and 40 ng/mL IL-2 (Peprotech, 212-12). Images of sprouting aortas were obtained after 5 days.

### Tubule formation assay

The mixture of a total of 1 × 10^4^ HUVECs or mouse aortic endothelial cells (MAECs) and 50 μL endothelial cell medium (Sciencell, 1001) containing 50 ng/mL AREG (Peprotech, 100-55B) were plated into each well of µ-Slide Angiogenesis (ibidi, 81506) with 10 μL Matrigel (Corning Falcon, 356231). Images were captured after 16 h of culture and were analyzed by Image J software version 1.53 (National Institutes of Health, USA) for the quantification of tube networks and total tubule length.

### Ex-vivo Matrigel plug assay

Matrigel plug neovascularization was performed as follows. Briefly, eight- to ten-week-old male C57BL/6 wild-type and *Gpr174*^*−/Y*^ mice were anesthetized with isoflurane and were injected subcutaneously with 200 µL reduced growth factor Matrigel (Corning Falcon, 356231) containing 30 ng/mL VEGF (Pre-protech, 450–32) and 50 U heparin (Pfizer), which quickly formed a solid plug at body temperature. Matrigel plugs were extracted after 14 days and homogenized in 0.5 mL of cell lysis buffer and centrifuged at × 6000 g at 4 °C for 60 min. Hemoglobin was detected at 400 nm wavelength by using hemoglobin assay kit (Sigma-Aldrich, MAK115). Histological analysis of Matrigel plugs was performed using hematoxylin and eosin.

### Isolation of bone marrow-derived macrophages (BMDMs)

Bone-marrow-derived macrophages (BMDMs) were isolated from the femur and tibia of 8-week-old male C57BL/6 wild type mice. In brief, bone marrow cells were flushed out of the femur and tibiae bones of WT mice with sterile PBS and cultured in RPMI 1640 medium supplemented with 10% FBS, 100 Units/mL penicillin/streptomycin, and 10 ng/mL macrophage colony stimulating factor (M-CSF) (Sigma, SRP3221) for 3 days to allow differentiation into macrophages.

### In vitro macrophages coculture and treatment

Macrophages derived from BMDMs were stimulated with 50 ng/mL AREG (Peprotech, 100-55B) and Gefitinib (Selleck, S1025) (1 mM). After 24 h of treatment, the conditional medium was collected for ELISA. Macrophages were used for co-culture with Tregs from indicated mice in a ratio of macrophage:Treg at 2:1 in the presence or absence of neutralizing antibodies against AREG (R&D Systems, AF989) (2 μg/mL) to detect anti- and pro-inflammatory factors expression. After 24 h of coculture and treatment, cells were collected for RT-qPCR analysis.

### Immunofluorescence staining

Tregs sorted from the non-ischemic or ischemic muscles using EasySep™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL Technologies, 18783). Cells were centrifuged at × 88 g for 5 min, in a Cytospin centrifuge (Thermo Shandon Cytospin 3) onto gelatin-coated Cytospin slides. The slides were air-dried and fixed in 4% paraformaldehyde for 10 min at room temperature. Thereafter, fixed cells were permeabilized with 0.1% Triton X-100 in PBS for 10 min and blocked in 1% BSA for 1 h at room temperature. Then, cells were stained with Primary antibodies at overnight 4 °C. Subsequently, cells were incubated with the appropriate fluorescent secondary antibody for 1 h at room temperature.

Muscle tissues were quickly harvested and embedded in optimum cutting temperature (OCT) compound (Sakura, Torrance, CA, USA, 4583). Then, immunofluorescent staining was performed on 7 µm mouse muscle cryosections. Sections were blocked with 1% BSA for 60 min, permeabilized with 0.1% Triton X-100 in PBS for 15 min and then incubated with primary antibodies overnight at 4 °C. Later, the tissue sections were incubated with the appropriate fluorescent secondary antibodies (Invitrogen, Carlsbad, CA, USA) for 1 h at room temperature and avoid exposure to light. Subsequently, DAPI was used to label the nuclei.

Muscle hypoxia was detected using HypoxyprobeTM Plus Kit (Hypoxyprobe, Inc, HP2-100Kit) according to the manufacturer’s protocol. Briefly, mice received an intraperitoneal injection of 100 mg/kg pimonidazole HCl (20 mg/mL in 0.9% NaCl). One hour after injection, gastrocnemius tissues were excised and embedded as described above. Hypoxyprobe was detected by incubating the samples with anti-pimonidazole FITC-conjugated mouse IgG1 monoclonal antibody (FITC-Mab1) and rabbit anti-FITC conjugated with horseradish peroxidase. TUNEL staining was performed with One Step TUNEL Apoptosis Assay Kit (Beyotime, C1088) according to the manufacturer’s instructions. Immunofluorescent images were captured using a laser scanning confocal microscope (Germany, Zeiss LSM710). The primary antibodies used for these experiments are listed in Supplementary Table 2.

### Western blotting

Cells lysed on ice with RIPA lysis buffer containing PMSF, protease inhibitors, and phosphatase inhibitors and the muscle tissues were grinded in a homogenizer (Servicebio, KZ-5F-3D) according to the manufacturer’s instructions with RIPA lysis buffer. Lysates were centrifuged for × 14,000 g (Thermo Fisher Scientific, 75004250), 15 min at 4 °C and the supernatant was collected for Western blotting. Protein concentration was determined by pierce BCA assay. Proteins were separated by SDS-PAGE and transferred to polyvinyl difluoride membranes (PVDF) (Millipore, 3010040001). Targeted proteins were specifically incubated with the Primary antibodies overnight at 4 °C and the corresponding secondary antibodies for 1 h at room temperature. Then, images of chemiluminescent western blots were acquired from the ChemiDoc XRS + System (BIO-RAD) which is controlled by Image Lab Software (BIO-RAD). Protein levels were quantified using Image J software version 1.53 (National Institutes of Health, USA). The primary antibodies are listed in Supplementary Table 3 and the uncropped scans of all blots are provided in the Source Data file.

### RNA extraction and quantitative RT-PCR

RNA of cultured macrophages was isolated using RNeasy Mini Kit (Qiagen, 74104). Total RNA of Tregs from muscle of indicated mice was extracted using RNeasy Plus Micro Kit (Qiagen, 74034). RNA from muscle tissues was isolated using Trizol reagent (Ambion, 15596018). RNA was reverse-transcribed to cDNA by Reverse Transcription Kit (Takara, RR047A). Quantification RT-qPCR analysis was performed using Bio-Rad’s CFX96 (Bio-Rad) by mixing SYBR Green master mix (Yeasen, 11201ES03), equal amount of cDNAs, and primers. To compensate for variations in RNA input and efficiency of reverse-transcription, 18S was used to normalized the mRNA expression level of genes. The results were calculated as relative expression or fold change using the delta-delta CT method. The sequences of primer are provided in Supplementary Table 4.

### Enzyme-linked immunosorbent assay (ELISA)

The serum of 8- to 10- week-old male C57BL/6 wild-type mice was collected 5 days after HLI and the levels of CCL21 were determined using mouse CCL21/Exodus-2 ELISA Kit (ABclonal, RK00166), according to the manufacturer’s instructions. The levels of VEGF and bioactive TGF-β1 in the medium of macrophages or in serum of mice were detected using Mouse VEGF Quantikine ELISA Kit (R&D Systems, MMV00) and Mouse TGF-beta 1 ELISA Kit (Absion, abs520021). The levels of AREG and IL-10 in serum of recipient mice 10 days after HLI were determined using Mouse amphiregulin ELISA kit (BOSTER, EK0591) and Mouse IL-10 ELISA kit (ABclonal, RK00016). Following the addition of stop solution, the absorbance was measured at 450 and 570 nm using FlexStation3 (Molecular Devices) and the data was collected using SoftMax Pro 5 (Molecular Devices).

### LC-MS/MS analysis

Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis was performed and analyzed by Suzhou PANOMIX Biomedical Tech Co., LTD. Each muscle sample (100 mg) obtained from 8- to 10- week-old male C57BL/6 wild-type mice 7 days after HLI and control mice was transferred into 2 mL centrifuge tubes, add 750 μL of Chloroform methanol mixed solution (2:1) (pre-cooled at −20°C), vortex for 30 s and put on the ice for 40 min, add 190 μL H_2_O, and still put on the ice for 10 min. We centrifuged Lysates at × 13778 g for 5 min at room temperature and transfer 300 μL lower layer fluid into a new centrifuge tube, and then Add 500 μL of Chloroform methanol mixed solution (2:1) (pre-cooled at −20°C), vortex for 30 s. After centrifuged at × 13778 g for 5 min at room temperature, 400 μL lower layer fluid was transferred into the same centrifuge tube above. Samples were concentrated to dry in vacuum and were dissolved with 200 μL isopropanol. The supernatant was filtered through 0.22 μm membrane to obtain the prepared samples for LC-MS. The samples were loaded onto analytical column (2.1 × 100 mm, ACQUITY UPLC® BEH C18 column, 1.7 μm, Waters) at a flow rate of 0.25 mL/min under a linear gradient (0–5 min, 70–57% C; 5–5.1 min, 57–50% C; 5.1–14 min, 50–30% C; 14–14.1 min, 30% C; 14.1–21 min, 30–1% C; 21–24 min, 1% C; 24–24.1 min, 1–70% C; 24.1–28 min, 70% C). The lipid analysis was conducted on an Orbitrap Fusion Lumos mass spectrometer (Thermo Finnigan, San Jose, CA) in data-dependent acquisition system. An MS survey scan was obtained for the m/z range 150–2000 at a mass resolution of 35,000.

### RNA sequencing analysis

RNA sequencing was performed and analyzed by BGI Tech Inc. 

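The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were expressed in all 6 RNA-seq libraries, with at least 260 counts for *Kdm5d* and 551 for *Uty* in each, and *Xist* was not listed among the genes.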

Briefly, total RNA was isolated from ischemic gastrocnemius samples of 8- to 10- week-old male C57BL/6 *Gpr174*^*−/Y*^ and WT mice 7 days after HLI (*n* = 3 in each group). RNA-sequencing was performed on BGISEQ-500 platform. 

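A re-implementation of DEGseq's MA-plot test was run on the counts summed over each group and scaled to total counts. The summed form has no term for the spread between replicates, and the paper's text does not name the form of DEGseq that was used. In simulated counts with a dispersion of 0.01 and no true difference, the re-implementation gave 30 genes past both an adjusted p of 0.05 and an absolute log2 fold change of 1 (4291 at any fold change), and edgeR gave 0. In simulated data with 200 changed genes it recovered 199 with 56 false calls, and edgeR recovered 197 with 1 false call. The re-implementation tested 17843 simulated genes and edgeR 14370, so these calls are not over the same genes. The edgeR fit of the muscle libraries estimated a common dispersion of 0.00967.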

DEGseq was used to identify differentially expressed genes, with *q*-value<0.05 and |log_2_Fc| > 1.

### Cell transfection

Isolation and culture of mouse Tregs were performed as described above. Control Lentiviruses-sh*RNA* (Santa Cruz, sc-108080) and Lentiviruses-sh*Egr1* (Santa Cruz, sc-35267-V) were transfected into Tregs and RT-qPCR was performed to determine lentivirus-mediated *Egr1* knockdown in Tregs (Supplementary Fig. 10). Lipofectamine™ 3000 Transfection Reagent (ThermoFisher Scientific, L3000008) was used for transfection of plasmids into HEK293A cells (Shanghai Zhong Qiao Xin Zhou Biotechnology Co., Ltd., ZQ0941). For chromatin immunoprecipitation (CHIP), control CRISPR activation plasmid (Santa Cruz, sc-437275), and *Gpr174* CRISPR activation plasmid (Santa Cruz, sc-413678-ACT) were transfected into HEK293A cells for 24 h, and then cells were treated with 10 μM LysoPS (Avanti Polar Lipids Inc., 858144) for 24 h and were collected for CHIP. For *Areg* promoter luciferase activity assay, pGL4.10-*Areg*-wt (or pGL4.10-*Areg*-mut, mut1, mut2, mut3), pRL-CMV, and pcDNA3.1-*Egr1* designed and constructed by OBiO Technology (Shanghai) Corp.,Ltd were co-transfected into HEK293A cells (Supplementary data). Then, 24 h post transfection, cells were stimulated with 10 μM LysoPS for 24 h and collected for measurement of luciferase activity.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed using a CHIP assay Kit (ThermoFisher Scientific, 26156) according to the instructions provided by the manufacturer. Briefly, cells were incubated with 1% formaldehyde (ThermoFisher Scientific, 28908) for 10 min at room temperature to cross-link proteins to DNA. The cross-linked chromatin preparation was digested with optimal micrococcal nuclease concentration to generate DNA fragments of 200–1000 bp (Supplementary Fig. 12a). Optimal digestion for chromatin fragmentation was determined by detecting different concentration of micrococcal nuclease and the one that generated DNA fragments from 200 to 1000 bp with a more intense ladder of bands occurring at approximately 160, 320, and 480 bp was considered optimal (Supplementary Fig. 12a). The digested cross-linked chromatin was immunoprecipitated with target specific anti-EGR1 antibody (1:50 dilution, Cell Signaling Technology, 4154 s), 10 μL Anti-RNA Polymerase II Antibody (CHIP assay Kit content, ThermoFisher Scientific, 26156) as positive control, and 1 μLnormal rabbit IgG antibody (CHIP assay Kit content, ThermoFisher Scientific, 26156) as negative control. The immunoprecipitated complex was then collected by using ChIP Grade Protein A/G Plus Agarose. Subsequently, the immunoprecipitated chromatin was eluted from the antibody/Protein A/G Plus Agarose followed by reversal of cross-links in 65 °C for 1.5 h and purification using DNA Clean-Up column. The purified DNA was amplified by RT-qPCR using specific primers for the promoter of *Areg*. The enrichment percentage were expressed as 10% of the total input DNA. Primers of *Areg* promoter used for ChIP-qPCR assay: 5′ -TTGATACTCGGCTCAGGCCA-3′; 5′ -ATCCATCAGCACTGTGGTCC-3′.

### Dual luciferase assay

Transfection for dual-luciferase reporter plasmids was performed as described above. Luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega, E1910) according to the manufacturer’s instructions. In brief, HEK293A cells were lysed by passive lysis buffer and harvested the lysate. The firefly and renilla luciferase activity in the lysate were detected using GloMax 20/20 Luminometer (Promega). Renilla luciferase activity was used as an internal control to compensate for variations in transfection efficiency. The luciferase activity of firefly was normalized to renilla luciferase activity to determine the target gene promoter activity. Luciferase activity of promoter was expressed as fold changes of control group.

### Statistical analysis

All data are presented as scatter dot plot or line chart with mean ± SD, and *p* < 0.05 was considered significant. As to comparison between two groups, two-tailed unpaired t test was used as indicated. For more than two groups, one-way ANOVA with Bonferroni multiple comparisons test was used and for experiments with a second variable, two-way ANOVA with Bonferroni multiple comparisons test was performed. For Laser Doppler imaging experiments, two-way repeated-measures ANOVA with Sidak’s multiple comparisons test was used. Statistical analysis was performed with GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Reporting Summary

Supplementary Data 1

## Data Availability

The transcriptome (RNA-seq) data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession code GSE214684. Metabolomics data have been deposited to the EMBL-EBI MetaboLights database with the identifier MTBLS6103. Previously published dataset used in this study is accessible at the GEO under accession number: GSE50096^7^. The transcription factors that may possibly bind to *Areg* promoter were predicted using Ingenuity Pathway Analysis [http://www.ingenuity.com/]. The binding sites of EGR1 within the *Areg* promoter were predicted using The JASPAR database [https://jaspar.genereg.net/]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: GPR174 knockdown enhances blood flow recovery in hindlimb ischemia mice model by upregulating AREG expression
**Source:** Nat Commun. 2022 Dec 6;13:7519. doi: 10.1038/s41467-022-35159-8

**GPR174 Knockdown Enhances Blood Flow Recovery in Hindlimb Ischemia Mice Model  
by Upregulating AREG Expressions**

## Supplementary Figures

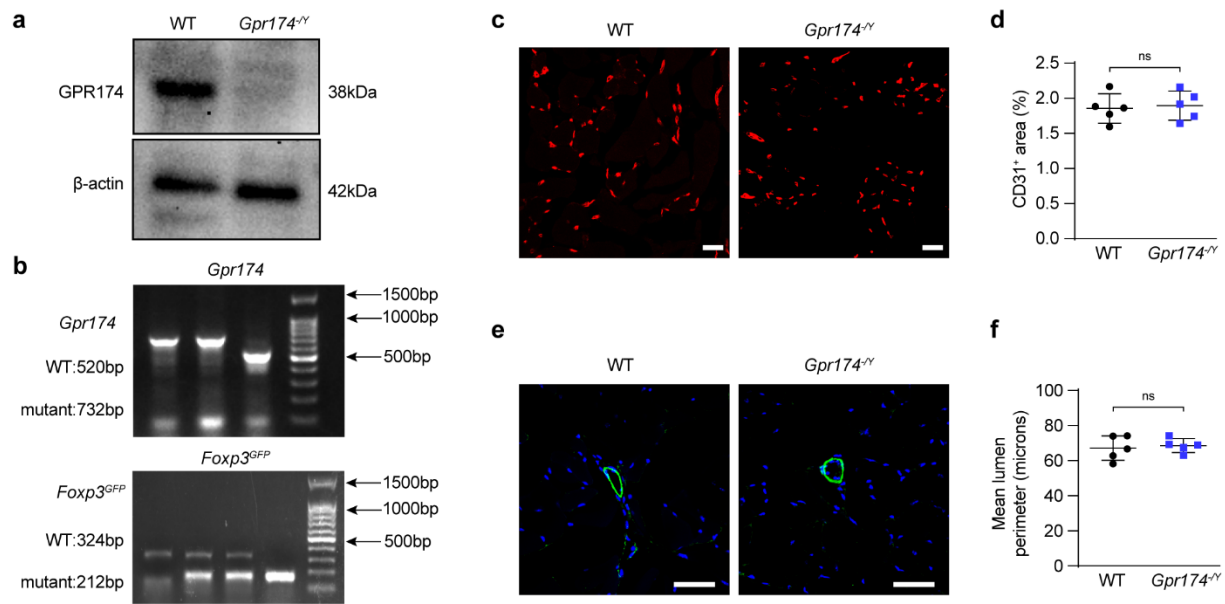

### Supplementary Fig. 1. Global GPR174 deficiency has no effects on basal vascularization.

**a** Immunoblot analysis of GPR174 expression in gastrocnemius from C57BL/6J and global GPR174-deficient mice. Data are obtained from three independent experiments and representative images are shown. **b** Representative PCR analysis on genomic DNA of wild-type, *Gpr174*<sup>-/-</sup> mice, and *Foxp3*<sup>GFP</sup> mice. **c, d** Representative immunofluorescent images of CD31 staining in gastrocnemius cross sections and quantification of CD31 in WT and *Gpr174*<sup>-/-</sup> mice at baseline (n=5). Scale bar, 50 μm. **e, f** Representative images of αSMA (green) and DAPI (blue) immunostainings in gastrocnemius cross sections and quantification of lumen perimeter in wild-type and *Gpr174*<sup>-/-</sup> mice (n=5; wild-type: 38 arteries from 5 mice, *Gpr174*<sup>-/-</sup>: 37 arteries from 5 mice). Scale bar, 50 μm. For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**d, f**). Source data are provided as a Source Data file.

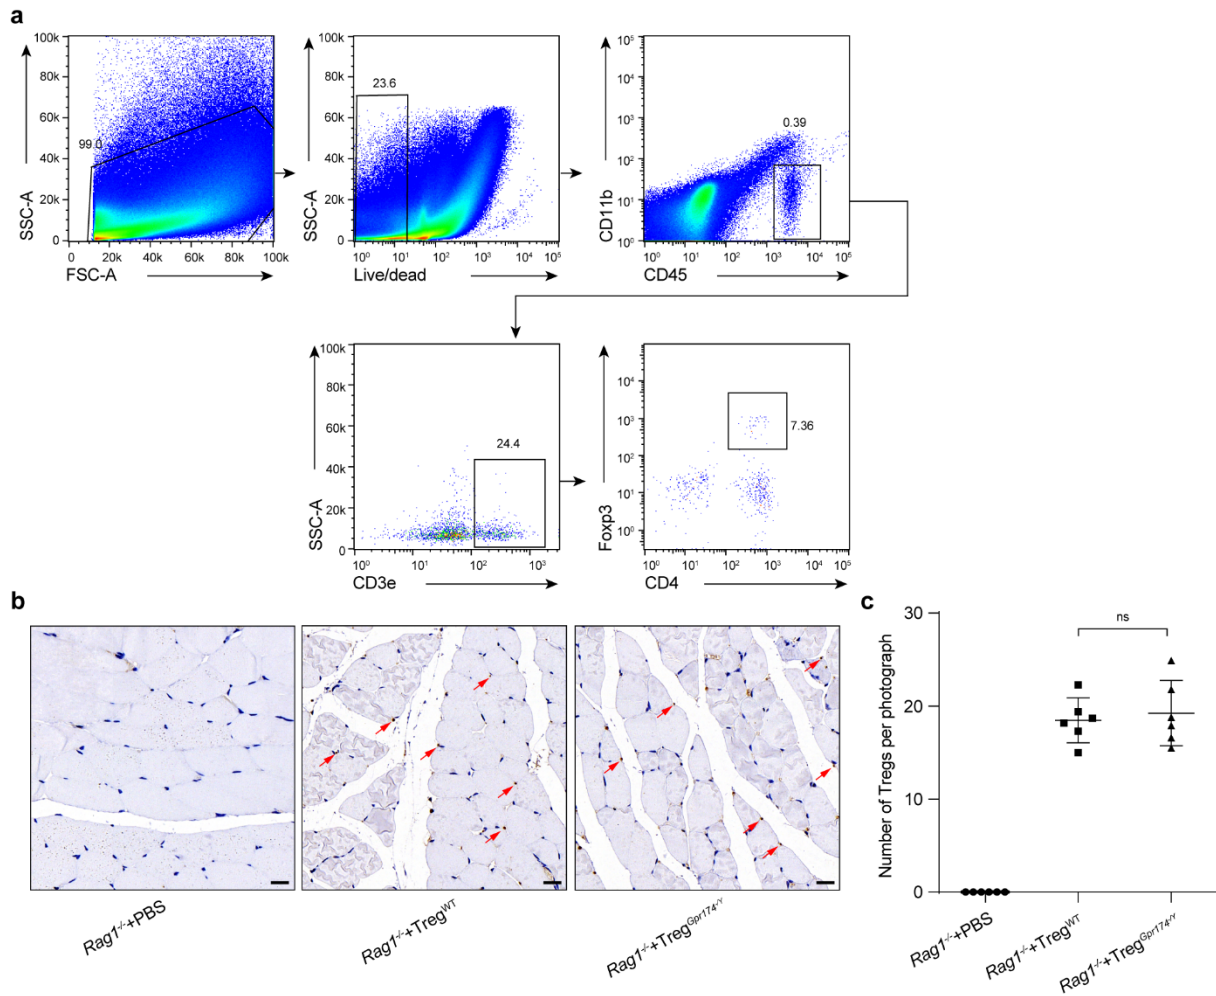

**Supplementary Fig. 2. Tregs were injected into *Rag1*<sup>-/-</sup> mice calf muscles. a** Gating strategy for sorting CD4<sup>+</sup>Foxp3<sup>GFP</sup> Tregs using flow cytometry in WT and *Gpr174*<sup>-/-</sup> mice. **b** Representative immunofluorescent images of Foxp3 staining in ischemic gastrocnemius from *Rag1*<sup>-/-</sup> mice injected with PBS or Tregs. Scale bar, 50  $\mu$ m. **c** Quantification of Foxp3<sup>+</sup> Tregs in ischemic gastrocnemius cross sections of *Rag1*<sup>-/-</sup> mice receiving Tregs (n=6). For all statistical plots, the data are presented as mean  $\pm$  SD. One-way ANOVA with Bonferroni multiple comparisons test in (c). Source data are provided as a Source Data file.

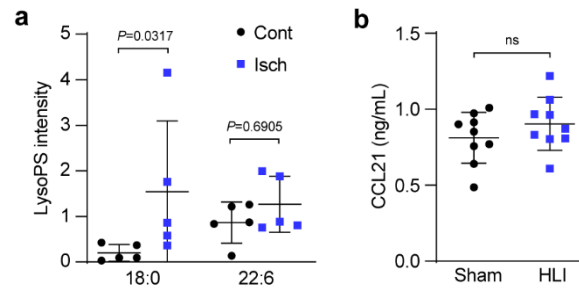

**Supplementary Fig. 3. Lysophosphatidylserine (LysoPS) promotes GPR174-Gas signaling.** **a** LysoPS abundance in the muscle tissues from wild-type mice 5 days after HLI (n=5). **b** Quantification of CCL21 in serum collected from wild-type mice 5 days after HLI (n=9). For all statistical plots, the data are presented as mean  $\pm$  SD. Two-tailed unpaired t-tests in (a, b). Source data are provided as a Source Data file.

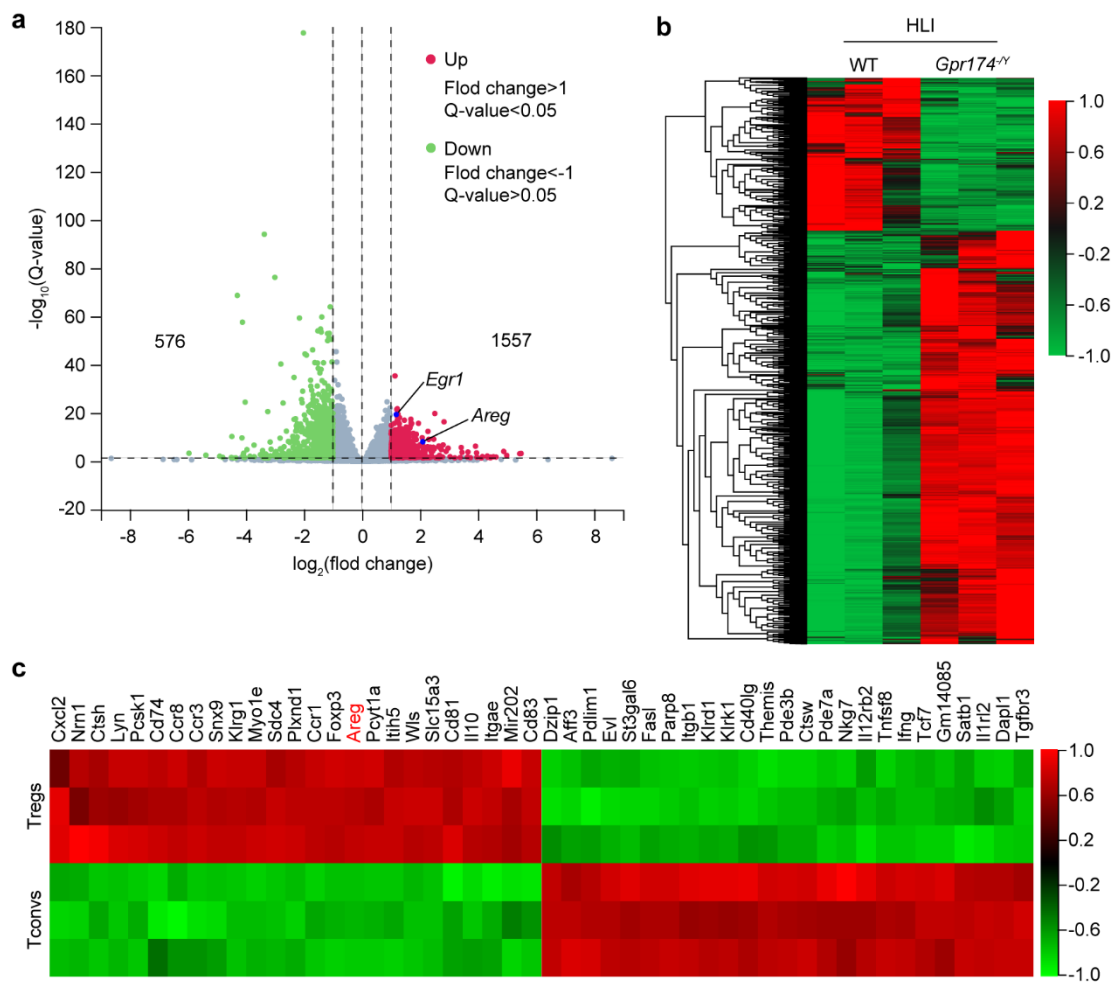

**Supplementary Fig. 4. RNA-seq analysis of gene expression profile in muscles from WT controls and *GPR174*<sup>-/-</sup> mice post HLI.** **a** Volcano plot of differentially expressed genes in muscles of GPR174KO compared with wild-type 7 days post HLI (n=3). Red dots represent up-regulated DEGs in ischemic muscles from GPR174KO versus WT controls whereas green dots indicate down-regulated DEGs. **b** Heat map of differentially expressed genes in muscles of GPR174KO compared with wild-type 7 days post HLI. **c** Heatmap of genes significantly up- or down-regulated in Tregs from injured muscle compared with Tregs from spleen by analyzing the microarray datasets GSE50096. Genes with absolute fold change>2 and adjusted q-value<0.05 are defined as differentially expressed genes (DEGs).

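By a rule set before the data were examined, the 5 largest increases and the 5 largest decreases were taken from genes past both thresholds, with a mean of at least 1 CPM and no overlap between the groups. The largest increases in *Gpr174* -/Y muscles were in *Cxcl5* (log2 fold change 3.84), *Prokr2* (2.81), *Ctrb1* (2.77), *Mmp12* (2.72) and *Lama1* (2.67). The largest decreases were in *Zfp966* (-4.46), *Myl2* (-4.29), *Myl3* (-4.11), *Car4* (-4.08) and *Aqp4*. Their adjusted p values were between 0.000312 for *Myl2* and 0.00259 for *Mmp12* in edgeR's quasi-likelihood test. The lowest unadjusted p was that of *Egr3* among increases (log2 fold change 1.29, adjusted p = 0.000374) and that of *Mapt* among decreases (-1.38, adjusted p = 0.000237), and other genes shared these adjusted values. With the fibre score as a covariate, 2 of these 10 genes, *Myl2* and *Myl3*, kept their direction with an adjusted p under 0.05. In that fit *Ctrb1*, *Mmp12* and *Lama1* changed sign, to -0.93, -1.90 and -1.63, none with an adjusted p under 0.05. The score parts the groups completely, so this fit cannot tell genotype from the share of fibre.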

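With an adjusted p under 0.05 and an absolute log2 fold change above 1, edgeR's quasi-likelihood test gave 1192 genes, 496 higher and 696 lower in *Gpr174* -/Y muscles. At any fold change, 7863 genes passed, 3891 higher and 3972 lower. The groups did not overlap in 1184 of the 1192 genes, and in 65.5% of all tested genes, where chance gives 10% for 3 independent libraries in each group. Replicate 2 lay between replicates 1 and 3 in most abundant genes, so the share given by chance may be higher here. The share of higher genes was 41.6%, and over the alternatives that gave genes it ranged from 20.2% (77 higher and 304 lower) with the mature fibre score as a covariate to 79.4% (884 and 229) with limma on log2(FPKM + 0.1). The fibre score parts the groups completely, so that fit rests on the spread within them. With total counts in place of TMM, chosen after seeing the data, 1144 genes were higher and 354 lower. The median of all tested genes then shifted by 0.28 on the log2 scale. The re-implemented MA-plot test gave 1552 higher and 570 lower genes and shared 858 genes with the 1192. With replicates 1 and 3 of each group alone, also chosen after seeing the data, 0 genes passed at any fold change, the smallest adjusted p was 0.0542 and 5026 genes had an unadjusted p under 0.05. The same comparison gave 1835 genes past both thresholds with replicates 1 and 2 (9153 at any fold change) and 952 with replicates 2 and 3 (5965 at any fold change).

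**Figure D4:**
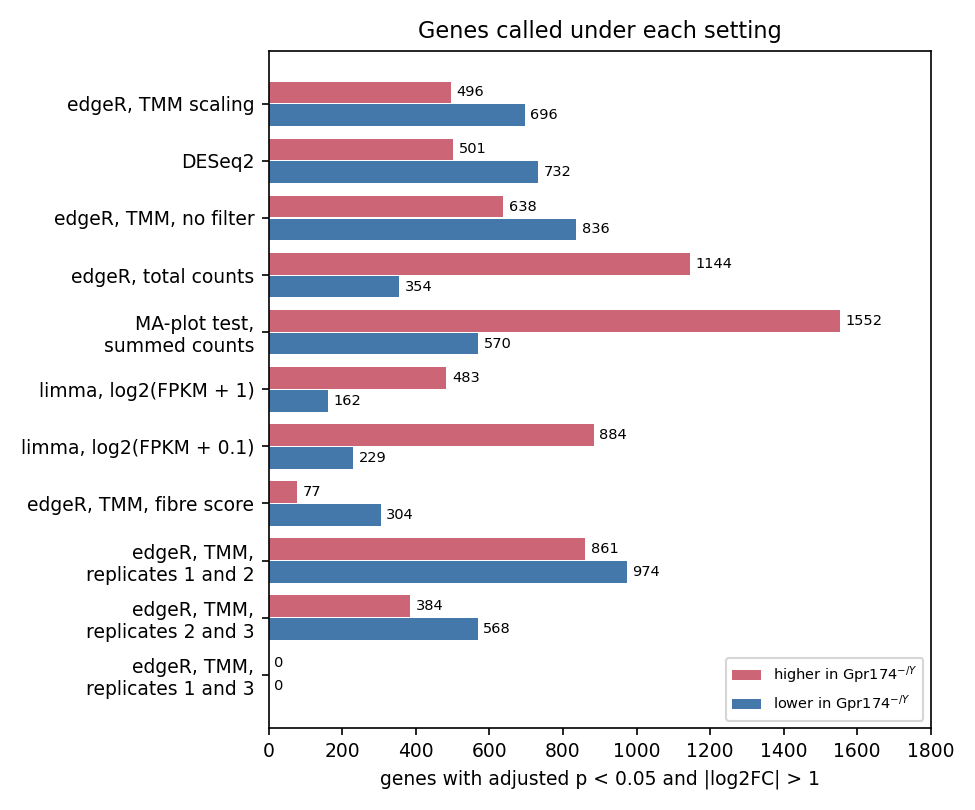
Number of genes past both thresholds that were higher or lower in *Gpr174* -/Y muscles under each setting named on the axis; bar labels are the counts. The lower genes outnumber the higher ones with TMM scaling (696 and 496), and the order flips with total counts (354 and 1144), with the MA-plot test (570 and 1552) and with both FPKM fits.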

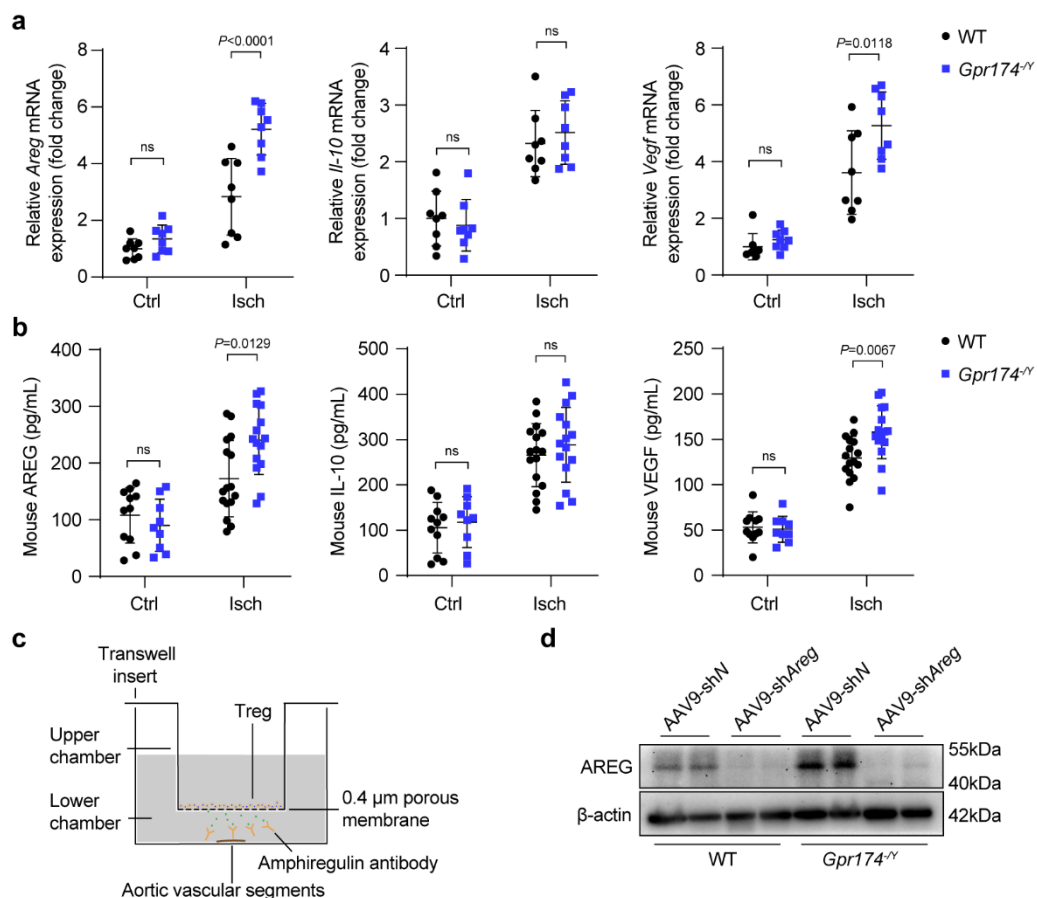

**Supplementary Fig. 5. AREG expression increased in gastrocnemius after HLI.** **a** Relative mRNA levels of *Areg*, *Il-10*, *Vegf* in gastrocnemius from wild-type and *Gpr174*<sup>-Y</sup> mice 7 days post HLI (n=8). **b** Serum AREG, IL-10, and VEGF protein content in wild-type and *Gpr174*<sup>-Y</sup> mice 7 days post HLI (n=10 for nonischemic WT mice; n=9 for nonischemic *Gpr174*<sup>-Y</sup> mice; n=16 for ischemic WT mice; n=15 for ischemic *Gpr174*<sup>-Y</sup> mice). **c** Scheme of thoracic aorta ring sprouting assay. **d** Western blotting analysis of AREG levels in ischemic muscle from WT controls and *Gpr174*<sup>-Y</sup> mice injected with AAV9-sh*Areg*. Data are obtained from four independent experiments and representative images are shown. For all statistical plots, the data are presented as mean ± SD. Two-way ANOVA with Bonferroni multiple comparisons test in (**a**, **b**). Source data are provided as a Source Data file.

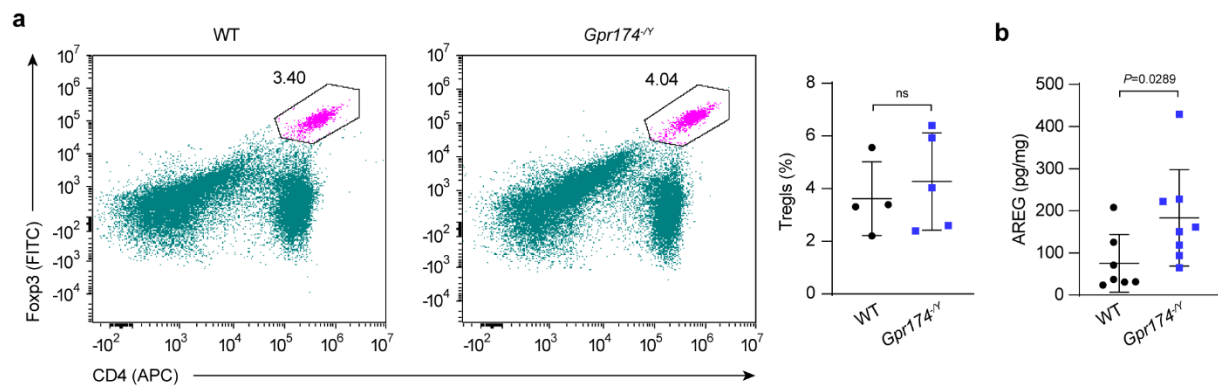

**Supplementary Fig. 6. Tregs infiltrated in Matrigel plugs secrete AREG.** **a** Representative flow cytometric dot plots of Tregs in Matrigel plugs (n=4 for WT; n=5 for *Gpr174*<sup>-Y</sup>). **b** AREG levels in Matrigel plugs (n=7 for WT; n=8 for *Gpr174*<sup>-Y</sup>). For all statistical plots, the data are presented as mean ± SD. Two-tailed unpaired t-tests in (**a**, **b**). Source data are provided as a Source Data file.

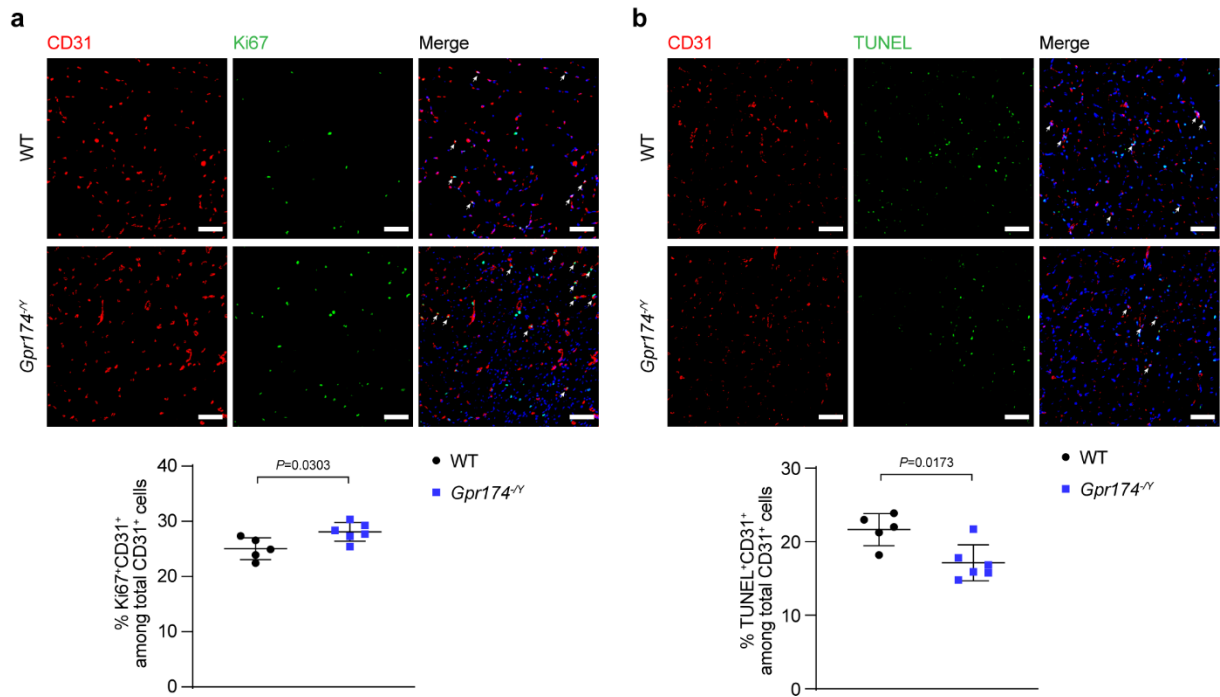

**Supplementary Fig. 7. Proliferation and apoptosis of Endothelial cells 3 days after HLI. a**

Representative immunofluorescent image of CD31 (red), Ki67 (green) and DAPI (blue) and quantification of CD31<sup>+</sup>Ki67<sup>+</sup> cells in muscle cross sections 3 days after HLI (n=5 for WT; n=6 for *Gpr174<sup>-/-</sup>*). Scale bar, 50  $\mu$ m. **b** Representative immunofluorescent images of CD31 (red), TUNEL (green), and DAPI (blue) staining and quantification of CD31<sup>+</sup>TUNEL<sup>+</sup> cells in muscle cross sections 3 days after HLI (n=5 for WT; n=6 for *Gpr174<sup>-/-</sup>*). Scale bar, 50  $\mu$ m. For all statistical plots, the data are presented as mean  $\pm$  SD. Two-tailed unpaired t-tests in (**a**, **b**). Source data are provided as a Source Data file.

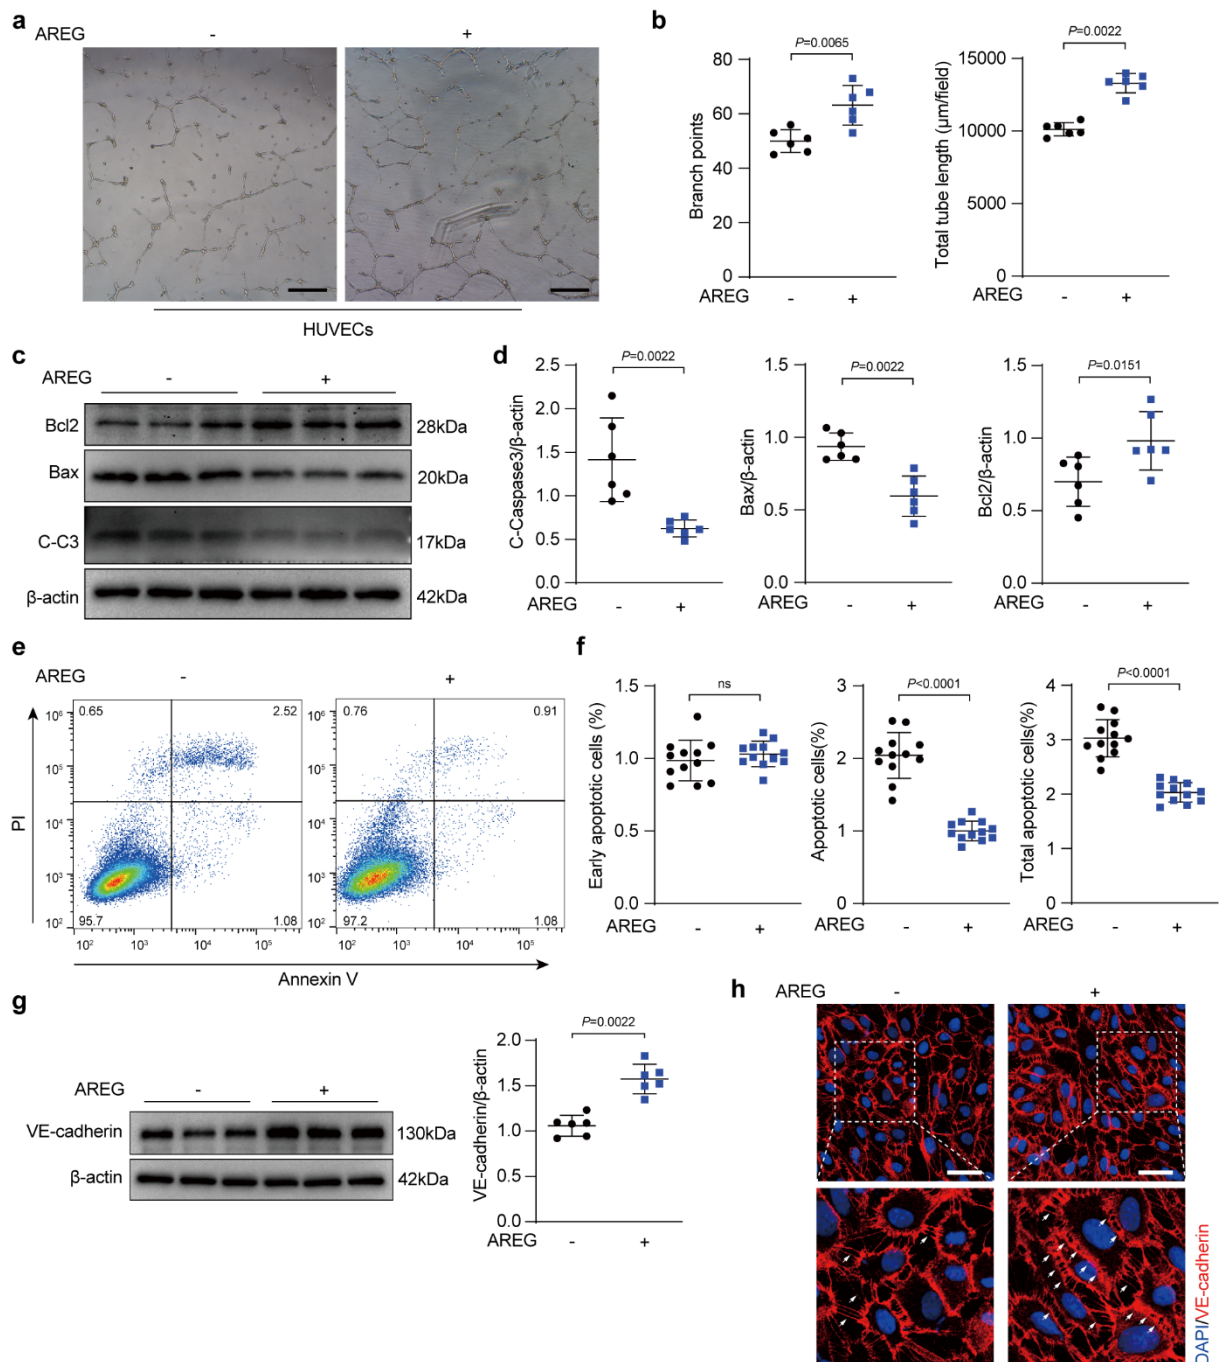

**Supplementary Fig. 8. AREG mitigates apoptosis and promotes adherens junctions in endothelial cells.** **a, b** Representative images of capillary-like structures and quantification of branch points and total tube length in HUVECs stimulated with recombinant AREG for 16h (n=6). Scale bar, 200  $\mu\text{m}$ . **c, d** Western blotting analysis of apoptosis and anti-apoptosis associated genes in endothelial cells stimulated with recombinant AREG for 24 hours (n=6). **e, f** Flow cytometric analysis of apoptotic cells in endothelial cells treated with recombinant

AREG for 24 hours (n=12). **g** Western blotting analysis of VE-cadherin levels in endothelial cells (n=6). **h** Representative immunofluorescent images of VE-cadherin (Red) and DAPI (Blue) immunostainings in endothelial cells. Scale bar, 50  $\mu$ m. For all statistical plots, the data are presented as mean  $\pm$  SD. Two-tailed unpaired t-tests in (**b**, **d**, **f**, **g**). Source data are provided as a Source Data file.

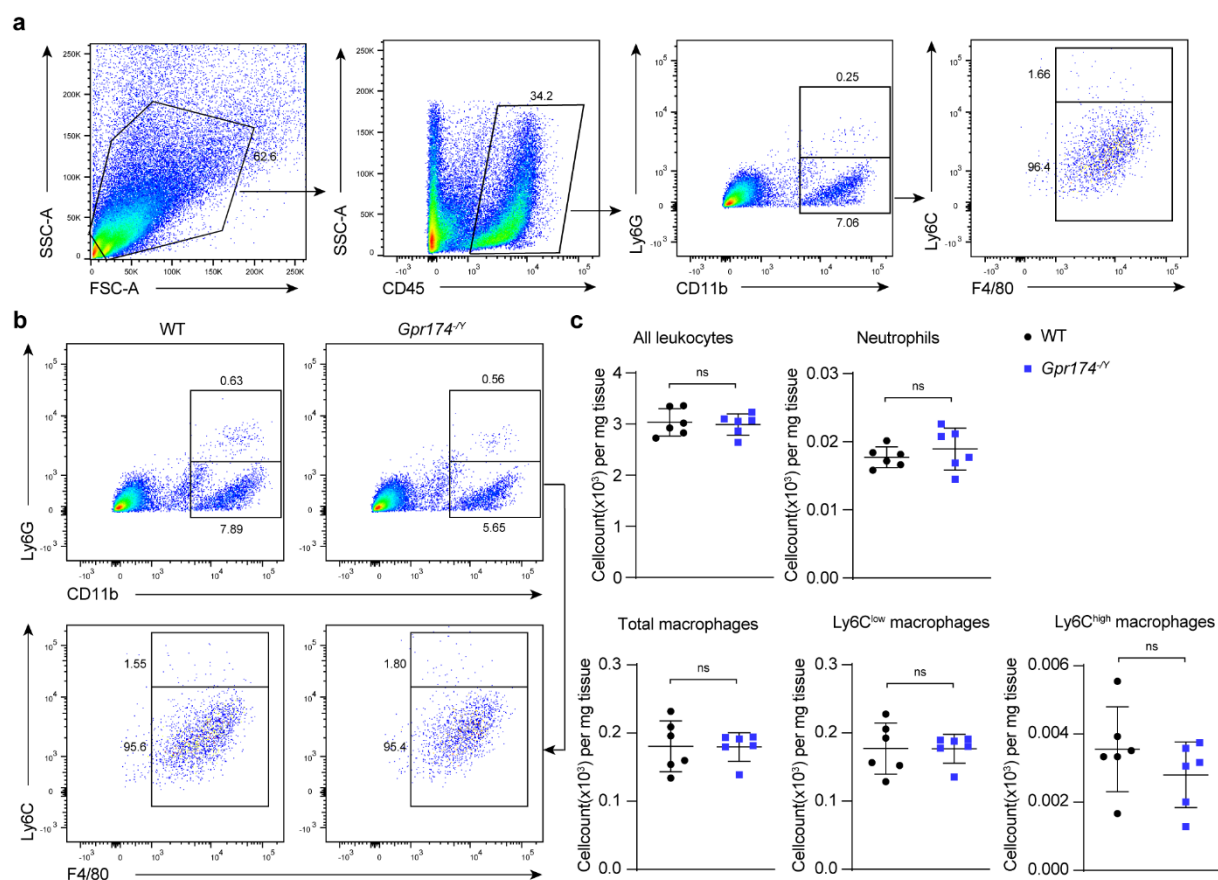

**Supplementary Fig. 9. Global GPR174 deficiency has no effects on inflammation at baseline.** **a** Flow cytometry gating strategy for leukocytes of gastrocnemius from WT and *Gpr174*<sup>-/-</sup> mice. **b**, **c** Representative flow cytometric dot plots to determine neutrophils, macrophages in the non-ligated gastrocnemius of WT and *Gpr174*<sup>-/-</sup> mice (n=6). For all

statistical plots, the data are presented as mean  $\pm$  SD. Two-tailed unpaired t-tests in (c). Source data are provided as a Source Data file.

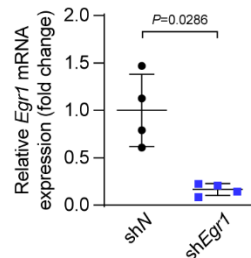

**Supplementary Fig. 10. Knockdown efficiency of *Egr1*.** Quantitative polymerase chain reaction performed to verify lentivirus-mediated *Egr1* knockdown in Tregs (n=4). The data are presented as mean  $\pm$  SD. Two-tailed unpaired t-test. Source data are provided as a Source Data file.

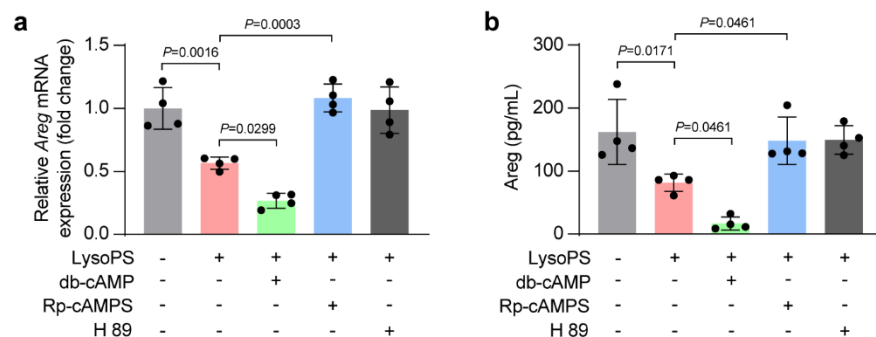

**Supplementary Fig. 11. LysoPS inhibits AREG expression in Tregs through cAMP/PKA pathway.** **a, b** qRT-PCR (a) and ELISA (b) analysis of AREG expression in Tregs receiving different treatments for 24 h, n=4 biologically independent samples. For all statistical plots, the data are presented as mean  $\pm$  SD. Two-way ANOVA with Bonferroni multiple comparisons test in (a, b). Source data are provided as a Source Data file.

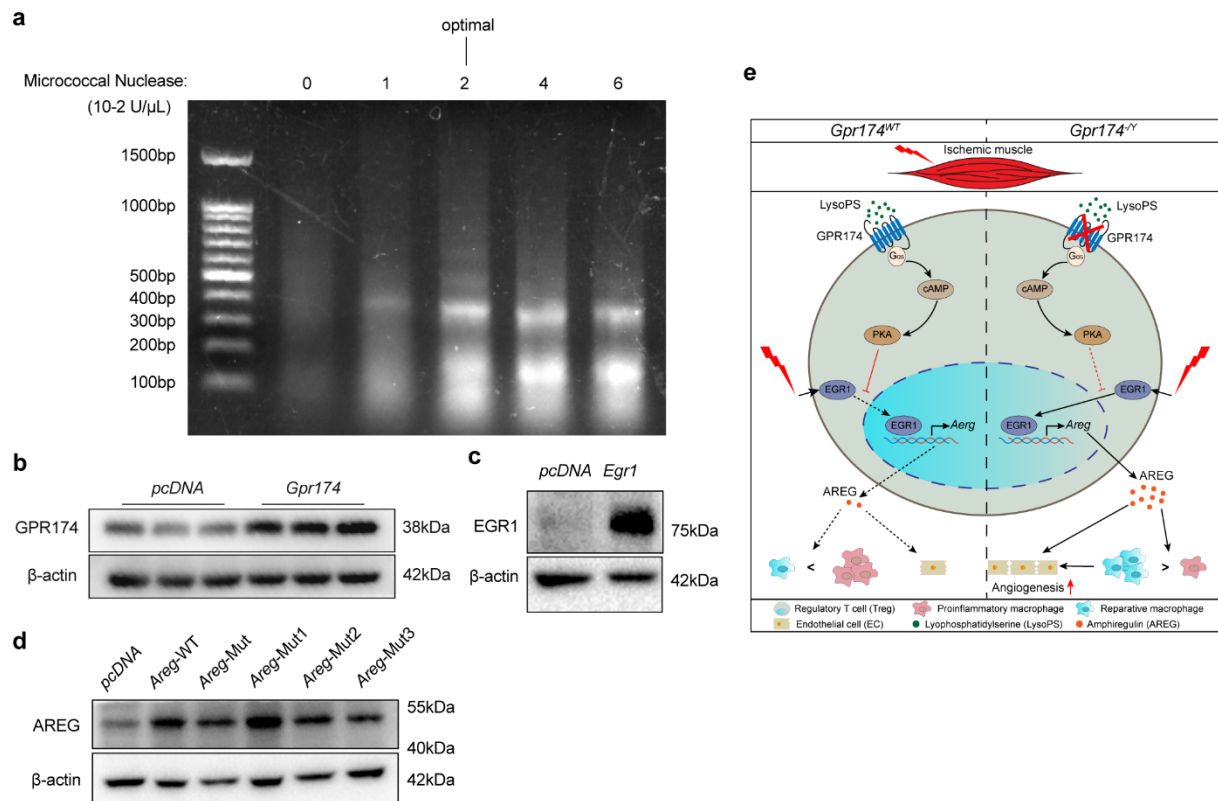

**Supplementary Fig. 12. Preparation of chromatin immunoprecipitation and dual luciferase assay.** **a** Optimization of chromatin fragmentation. The concentration of micrococcal nuclease for chromatin fragmentation in ChIP assay was determined by examining different of concentration and the one that generated DNA binds were between 200 and 1,000bp with a more intense ladder of bands occurring at approximately 160, 320, and 480 bp was considered optimal. Data are obtained from three independent experiments and representative images are shown. **b** Western blotting performed to verify GPR174 overexpression in HEK293A cells. Data are obtained from three independent experiments. **c** Immunoblot analysis of EGR1 overexpression in HEK293A cells. Data are obtained from three independent experiments and representative images are shown. **d** Immunoblot analysis of AREG (WT and Mutants) overexpression in HEK293A cells. Data are obtained from three independent experiments and representative images are shown. **e** A schematic model of GPR174-mediated signaling in Tregs

post HLI. LysoPS increases GPR174 activity and then activates *Gas*/cAMP/PKA signaling pathway, thereby inhibiting EGR1 nuclear accumulation in Treg. EGR1 elevates AREG expression by binding to the promoter *Areg*. AREG increases endothelial cell proliferation and ameliorates inflammatory response and endothelial cell apoptosis, which improves angiogenesis in ischemic muscle tissues.

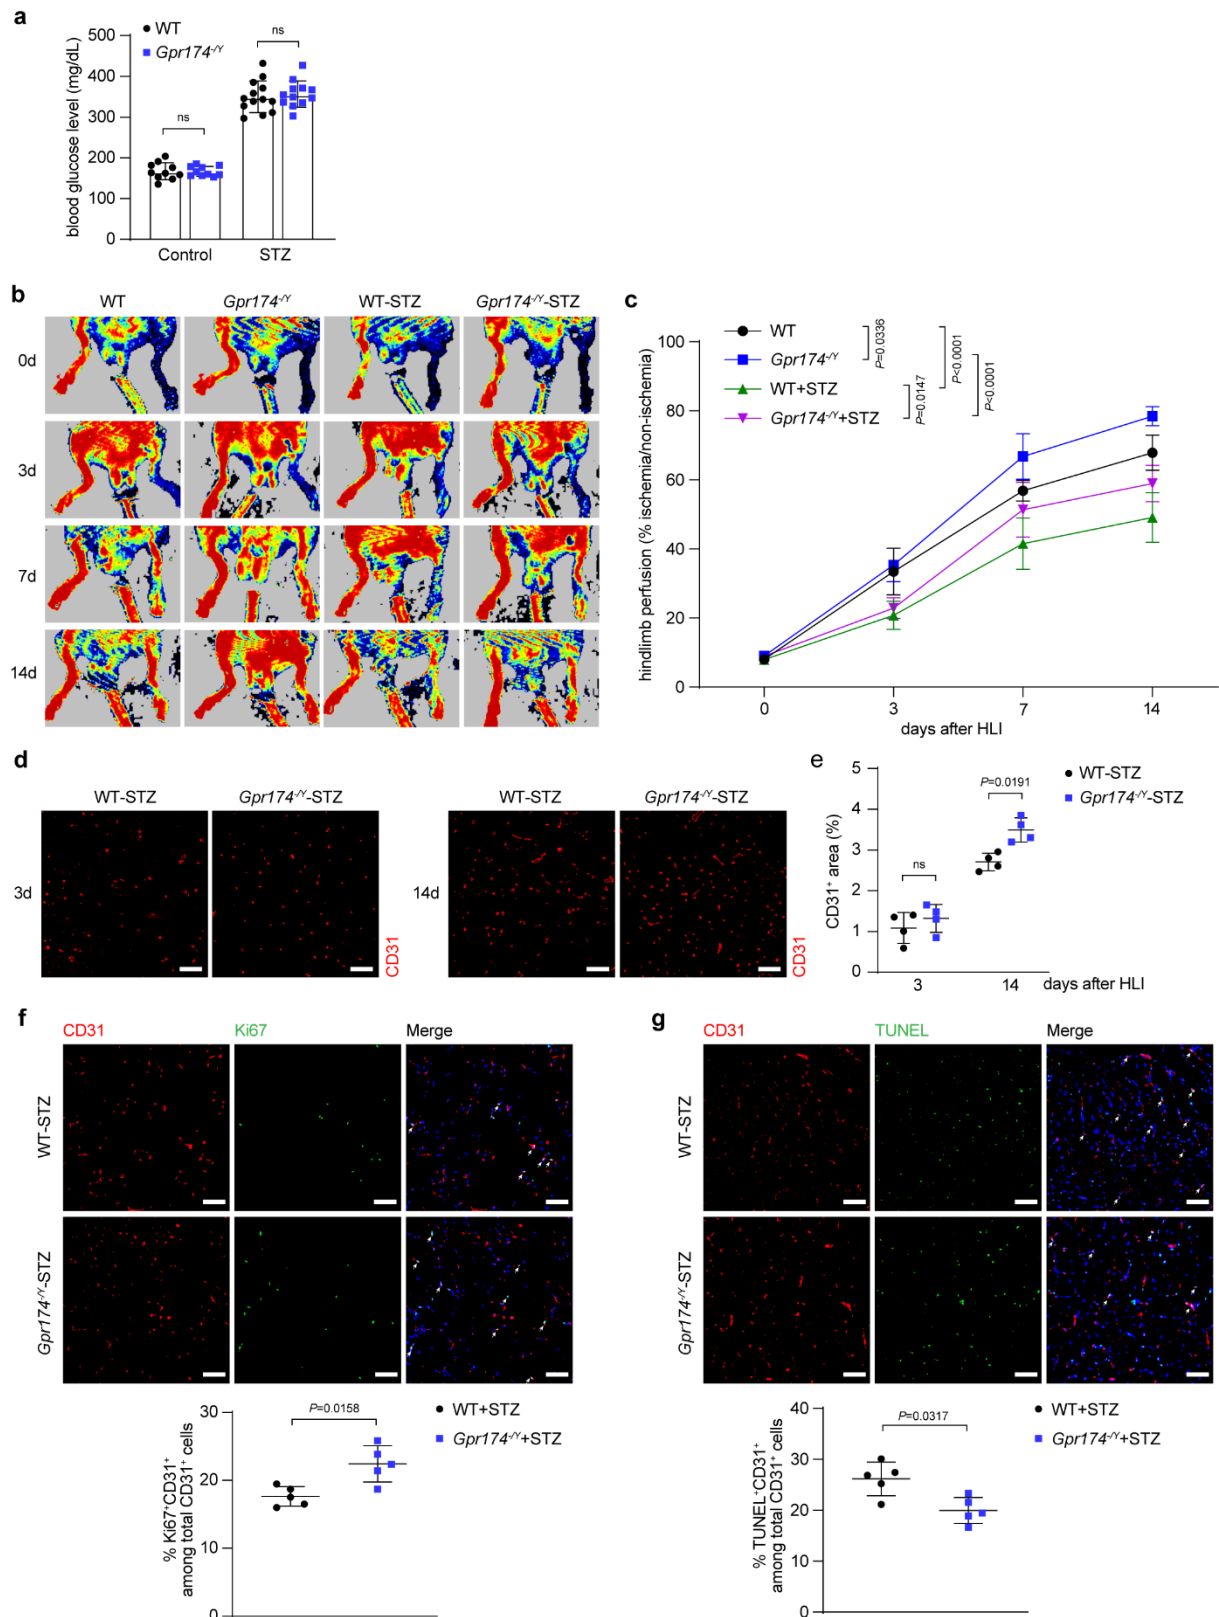

**Supplementary Fig. 13. GPR174 knockout enhances blood flow recovery after HLI in**

**diabetic mice. a** blood glucose levels in STZ-induced diabetic mice (n=10 for WT mice; n=10

for *Gpr174*<sup>-Y</sup> mice; n=13 for WT-STZ mice; n=12 for *Gpr174*<sup>-Y</sup>-STZ mice). **b, c** Representative laser Doppler images and quantification of hindlimb blood perfusion in WT and *Gpr174*<sup>-Y</sup> diabetic mice at indicated times after HLI (n=5 for WT mice; n=5 for *Gpr174*<sup>-Y</sup> mice; n=8 for WT-STZ mice; n=7 for *Gpr174*<sup>-Y</sup>-STZ mice). **d, e** Representative immunofluorescent images of CD31 staining and quantification of CD31<sup>+</sup> area in WT and *Gpr174*<sup>-Y</sup> diabetic mice gastrocnemius cross sections at the indicated times after HLI (n=5). Scale bar, 50  $\mu$ m. **f** Representative immunofluorescent image of CD31 (red), Ki67 (green) and DAPI (blue) and quantification of CD31<sup>+</sup>Ki67<sup>+</sup> cells in muscle cross sections 3 days after HLI (n=5). Scale bar, 50  $\mu$ m. **g** Representative immunofluorescent images of CD31 (red), TUNEL (green), and DAPI (blue) staining and quantification of CD31<sup>+</sup>TUNEL<sup>+</sup> cells in muscle cross sections 3 days after HLI (n=5). Scale bar, 50  $\mu$ m. For all statistical plots, the data are presented as mean  $\pm$  SD. Two-way ANOVA with Bonferroni multiple comparisons test in (a). Two-way repeated measures ANOVA with Sidak's multiple comparisons test in (c). One-way ANOVA with Bonferroni multiple comparisons test in (e). Two-tailed unpaired t-tests in (f, g). Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. Antibodies for Flow cytometry.**

| Antibody                                | Dilution | Cat No.  | Manufacturer             |
|-----------------------------------------|----------|----------|--------------------------|
| CD16/CD32 Monoclonal Antibody (FRC-4G8) | 1:50     | MFCR00-4 | Thermo Fisher Scientific |
| Fixable Viability Stain 510             | 1:1000   | 564406   | BD Biosciences           |
| CD45-APC/Cy7                            | 1:400    | 557659   | BD Biosciences           |
| CD11b-PE/Cy7                            | 1:400    | 561098   | BD Biosciences           |

|                         |       |            |                |
|-------------------------|-------|------------|----------------|
| Ly6G-FITC               | 1:400 | 561105     | BD Biosciences |
| F4/80-BV421             | 1:400 | 565411     | BD Biosciences |
| Ly6C-APC                | 1:400 | 560595     | BD Biosciences |
| CD3e-BV421              | 1:400 | 564008     | BD Biosciences |
| CD4-APC                 | 1:400 | 553051     | BD Biosciences |
| CD8-PE                  | 1:400 | 553033     | BD Biosciences |
| CD31-PE                 | 1:400 | 553373     | BD biosciences |
| KLRG1-APC/Cy7           | 1:200 | 138425     | Biolegend      |
| CD90.2-PerCP/Cyanine5.5 | 1:200 | 105337     | Biolegend      |
| CD45-PE                 | 1:200 | 12-0451-81 | eBioscience    |
| Foxp3-FITC              | 1:200 | 126406     | Biolegend      |
| CD45R-FITC              | 1:400 | 553088     | BD biosciences |

**Supplementary Table 2. Antibodies for Immunofluorescence staining.**

| Antibody           | Dilution | Sources of<br>species | Cat No.    | Manufacturer |
|--------------------|----------|-----------------------|------------|--------------|
| Anti-GPR174        | 1:100    | Rabbit                | SAB4503375 | Sigma        |
| Anti-AREG          | 1:50     | Rabbit                | PA5-109404 | Invitrogen   |
| Anti-EGR1          | 1:50     | Rabbit                | 4154s      | CST          |
| Anti-GFP           | 1:250    | Chicken               | ab13970    | Abcam        |
| Anti- $\alpha$ SMA | 1:500    | Mouse                 | A5228      | Sigma        |
| Anti-CD31/PECAM-1  | 1:50     | Goat                  | AF3628     | R&D Systems  |
| Anti-Ki67          | 1:100    | Rabbit                | 9129       | CST          |
| Anti-Foxp3         | 1:50     | Rat                   | 41-5773-82 | eBioscience  |
| Anti-VE-cadherin   | 1:50     | Mouse                 | Sc-9989    | Santa Cruz   |

**Supplementary Table 3. Antibodies for immunoblot analysis.**

| Antibody | Dilution | Sources of<br>species | Cat No. | Manufacturer |
|----------|----------|-----------------------|---------|--------------|
|----------|----------|-----------------------|---------|--------------|

|                  |        |        |            |             |
|------------------|--------|--------|------------|-------------|
| Anti-GPR174      | 1:1000 | Rabbit | SAB4503375 | Sigma       |
| Anti-AREG        | 1:1000 | Rabbit | PA5-109404 | Invitrogen  |
| Anti-EGR1        | 1:1000 | Rabbit | 4154s      | CST         |
| Anti-Bax         | 1:1000 | Rabbit | 2772s      | CST         |
| Anti-Bcl-2       | 1:1000 | Rabbit | 2876       | CST         |
| Anti-C-Caspase-3 | 1:500  | Rabbit | 19677-1-AP | Proteintech |
| Anti-VE-cadherin | 1:1000 | Mouse  | sc-9989    | Santa Cruz  |
| $\beta$ -actin   | 1:1000 | Rabbit | 8457s      | CST         |

**Supplementary Table 4. The primer sequences for real-time quantitative PCR.**

| Gene                           | Species      | Primer sequence                                                    |
|--------------------------------|--------------|--------------------------------------------------------------------|
| <i>Areg</i>                    | Mus musculus | Forward: GGTCTTAGGCTCAGGCCATTA<br>Reverse: CGCTTATGGTGGAAACCTCTC   |
| <i>Egr1</i>                    | Mus musculus | Forward: TTACCCGCCATATCCGCATC<br>Reverse: TGCCTCTTGCGTTCATCACT     |
| <i>Il-1<math>\alpha</math></i> | Mus musculus | Forward: CGAAGACTACAGTTCTGCCATT<br>Reverse: GACGTTTCAGAGGTTCTCAGAG |
| <i>Il-1<math>\beta</math></i>  | Mus musculus | Forward: AGCTCTCCACCTCAATGGAC<br>Reverse: GACAGGCTTGTGCTCTGCTT     |
| <i>Il-6</i>                    | Mus musculus | Forward: TCCATCCAGTTGCCTTCTTG<br>Reverse: GGTCTGTTGGGAGTGGTATC     |
| <i>Il-12a</i>                  | Mus musculus | Forward: TGCCTTGGTAGCATCTATGAGG<br>Reverse: CGCAGAGTCTCGCCATTATGAT |
| <i>Il-23a</i>                  | Mus musculus | Forward: AATAATGTGCCCCGTATCCAGT<br>Reverse: GCTCCCCTTTGAAGATGTCAG  |
| <i>Tnf-<math>\alpha</math></i> | Mus musculus | Forward: ACGGCATGGATCTCAAAGAC<br>Reverse: CGGACTCCGCAAAGTCTAAG     |
| <i>Cxcl1</i>                   | Mus musculus | Forward: ACTGCACCCAAACCGAAGTC<br>Reverse: TGGGGACACCTTTTAGCATCTT   |

---

|                               |              |                                                                     |
|-------------------------------|--------------|---------------------------------------------------------------------|
| <i>Cxcl2</i>                  | Mus musculus | Forward: TTTGCCTTGACCCTGAAGCC<br>Reverse: GAGGCACATCAGGTACGATCC     |
| <i>Cxcl10</i>                 | Mus musculus | Forward: CCAAGTGCTGCCGTCATTTTC<br>Reverse: GGCTCGCAGGGATGATTTCAA    |
| <i>Nos2</i>                   | Mus musculus | Forward: ACATCGACCCGTCCACAGTAT<br>Reverse: CAGAGGGGTAGGCTTGTCTC     |
| <i>Tlr2</i>                   | Mus musculus | Forward: CACCACTGCCCCGTAGATGAAG<br>Reverse: AGGGTACAGTCGTCGAACTCT   |
| <i>Tlr4</i>                   | Mus musculus | Forward: TTTGACACCCTCCATAGACTTCA<br>Reverse: GAAACTGCAATCAAGAGTGCTG |
| <i>Tlr9</i>                   | Mus musculus | Forward: ACGGGAACTGCTACTACAAGA<br>Reverse: CCCAGCTTGACAATGAGGTTAT   |
| <i>Mmp3</i>                   | Mus musculus | Forward: TCTGGGCTATACGAGGGCAC<br>Reverse: ACCCTTGAGTCAACACCTGGA     |
| <i>Mmp9</i>                   | Mus musculus | Forward: GCAGAGGCATACTTGTACCG<br>Reverse: TGATGTTATGATGGTCCCCTTG    |
| <i>Fas</i>                    | Mus musculus | Forward: GCGGGTTCGTGAAACTGATAA<br>Reverse: GCAAAATGGGCCTCCTTGATA    |
| <i>Tgf-<math>\beta</math></i> | Mus musculus | Forward: CTTCAATACGTCAGACATTCGGG<br>Reverse: GTAACGCCAGGAATTGTTGCTA |
| <i>Vegfa</i>                  | Mus musculus | Forward: GCACATAGAGAGAATGAGCTTCC<br>Reverse: CTCCGCTCTGAACAAGGCT    |
| <i>Arg1</i>                   | Mus musculus | Forward: CTCCAAGCCAAAGTCCTTAGAG<br>Reverse: AGGAGCTGTCATTAGGGACATC  |
| <i>Mgl1</i>                   | Mus musculus | Forward: CAATGTGGTTAGTTGGATCGGC<br>Reverse: CCCAGTTCTTAAAGCCTTTCTCA |
| <i>Mgl2</i>                   | Mus musculus | Forward: TTAGCCAATGTGCTTAGCTGG<br>Reverse: GGCCTCCAATTCTTGAAACCT    |
| <i>Il-10</i>                  | Mus musculus | Forward: AGCCTTATCGGAAATGATCCAGT                                    |

---

---

|              |              |                                    |
|--------------|--------------|------------------------------------|
|              |              | Reverse: GGCCTTGTAGACACCTTGGT      |
| <i>Cxcr4</i> | Mus musculus | Forward: TGGAACCGATCAGTGTGAGT      |
|              |              | Reverse: GGGCAGGAAGATCCTATTGA      |
| <i>Pdgfb</i> | Mus musculus | Forward: AGCAGAGCCTGCTGTAATCG      |
|              |              | Reverse: GGCTTCTTTCGCACAATCTC      |
| <i>Nrp1</i>  | Mus musculus | Forward: TCCTGGGAAACTGGTATATCTATGA |
|              |              | Reverse: CATTCCAGAGCAAGGATAATCTG   |
| <i>Mrc1</i>  | Mus musculus | Forward: CTCTGTTTCAGCTATTGGACGC    |
|              |              | Reverse: CGGAATTTCTGGGATTCAGCTTC   |
| <i>Ym1</i>   | Mus musculus | Forward: CAGGTCTGGCAATTCTTCTGAA    |
|              |              | Reverse: GTCTTGCTCATGTGTGTAAGTGA   |
| <i>Cd36</i>  | Mus musculus | Forward: AGATGACGTGGCAAAGAACAG     |
|              |              | Reverse: CCTTGGCTAGATAACGAACTCTG   |
| <i>Fizz</i>  | Mus musculus | Forward: CCAATCCAGCTAACTATCCCTCC   |
|              |              | Reverse: CCAGTCAACGAGTAAGCACAG     |
| <i>Msr1</i>  | Mus musculus | Forward: TTCACTGGATGCAATCTCCAAG    |
|              |              | Reverse: CTGGACTTCTGCTGATACTTTGT   |
| <i>18s</i>   | Mus musculus | Forward: CATTCGAACGTCTGCCCTATC     |
|              |              | Reverse: CCTGCTGCCTTCCTTGGA        |

---

Supplementary Fig. 1a

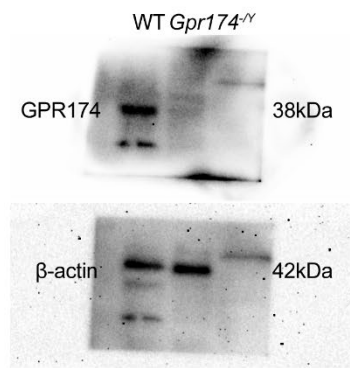

Supplementary Fig. 8c

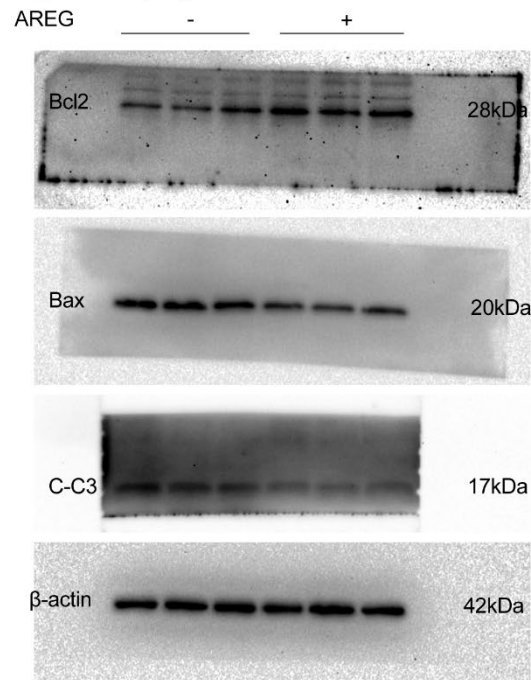

Supplementary Fig. 12b

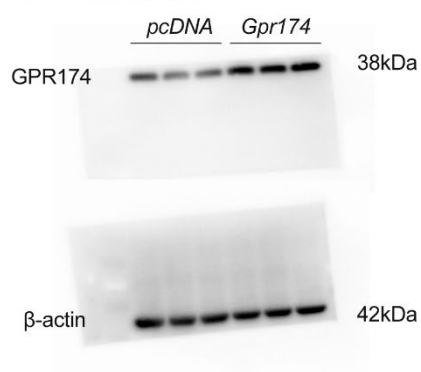

Supplementary Fig. 5d

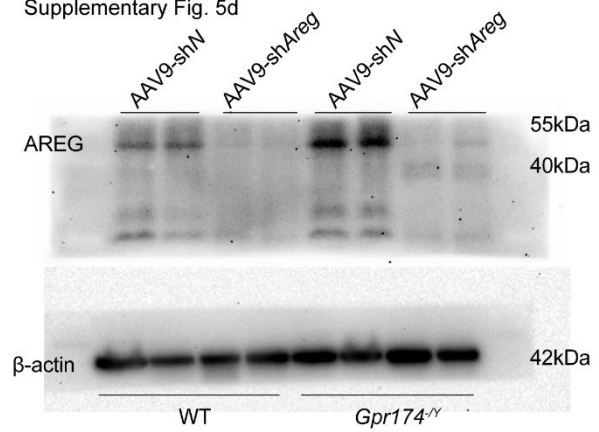

Supplementary Fig. 8g

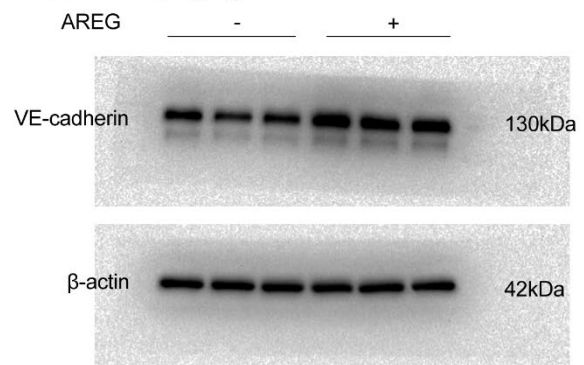

Supplementary Fig. 12d

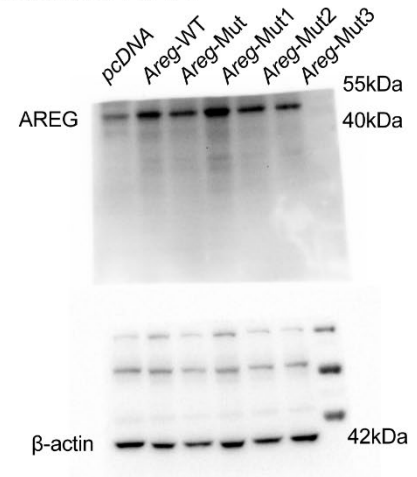

Supplementary Fig. 12c

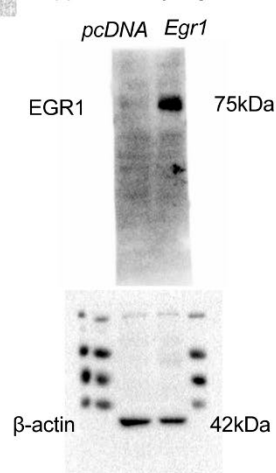

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: GPR174 knockdown enhances blood flow recovery in hindlimb ischemia mice model by upregulating AREG expression
**Source:** Nat Commun. 2022 Dec 6;13:7519. doi: 10.1038/s41467-022-35159-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** List of plasmid sequences used for Areg promoter luciferase activity assay.

# Supplementary material for: GPR174 knockdown enhances blood flow recovery in hindlimb ischemia mice model by upregulating AREG expression
**Source:** Nat Commun. 2022 Dec 6;13:7519. doi: 10.1038/s41467-022-35159-8

## Editorial Policy Checklist

This form is used to ensure compliance with Nature Portfolio editorial policies related to research ethics and reproducibility. For further information, please see our [editorial policies](#) site. All relevant questions on the form must be answered.

### Competing interests

Policy information about [competing interests](#)

In the interest of transparency and to help readers form their own judgements of potential bias, Nature Portfolio journals require authors to declare any competing financial and/or non-financial interest in relation to the work described in the submitted manuscript.

#### Competing interests declaration

- ☒ We declare that none of the authors have competing financial or non-financial interests as defined by Nature Portfolio.
- ☐ We declare that one or more of the authors have a competing interest as defined by Nature Portfolio.

### Authorship

Policy information about [authorship](#)

Prior to submission all listed authors must agree to all manuscript contents, the author list and its order and the author contribution statements. Any changes to the author list after submission must be approved by all authors.

- ☒ We have read the Nature Portfolio Authorship Policy and confirm that this manuscript complies.

Policy information about Authorship: inclusion & ethics in global research

All authors are encouraged to provide an "Inclusion & Ethics" statement where relevant.

- ☐ We have provided an "Inclusion & Ethics" statement.

### Data availability

Policy information about [availability of data](#)

#### Data availability statement

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

- ☒ We have provided a full data availability statement in the manuscript.

#### Mandated accession codes ([where applicable](#))

Confirm that all relevant data are deposited into a public repository and that accession codes are provided.

- ☒ All relevant accession codes are provided ☐ Accession codes will be available before publication ☐ No data with mandated deposition

### Code availability

Policy information about [availability of computer code](#)

#### Code availability statement

For all studies using custom code or mathematical algorithm that is deemed central to the conclusions, the manuscript must include a statement under the heading "Code availability" describing how readers can access the code, including any access restrictions. Code availability statements should be provided as a separate section after the data availability statement but before the References.

- ☐ We have provided a full code availability statement in the manuscript

## Data presentation

For all data presented in a plot, chart or other visual representation confirm that:

n/a Confirmed

- ☐ ☒ Individual data points are shown when possible, and always for  $n \leq 10$
- ☐ ☒ The format shows data distribution clearly (e.g. dot plots, box-and-whisker plots)
- ☒ ☐ Box-plot elements are defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers)
- ☐ ☒ Clearly defined error bars are present and what they represent (SD, SE, CI) is noted

## Image integrity

Policy information about [image integrity](#)

- ☒ We have read Nature Portfolio's image integrity policy and all images comply.

Unprocessed data must be provided upon request. Please double-check figure assembly to ensure that all panels are accurate (e.g. all labels are correct, no inadvertent duplications have occurred during preparation, etc.).

Where blots and gels are presented, please take particular care to ensure that lanes have not been spliced together, that loading controls are run on the same blot, and that unprocessed scans match the corresponding figures.

## Additional policy considerations

Some types of research require additional policy disclosures. Please indicate whether each of these apply to your study. If you are not certain, please read the appropriate section before selecting a response.

Does not apply

Involved in the study

- ☒ ☐ Macromolecular structural data
- ☒ ☐ Unique biological materials
- ☐ ☒ Research animals and/or animal-derived materials that require ethical approval
- ☒ ☐ Human embryos, gametes and/or stem cells
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Archaeological, geological, and palaeontological materials

## Research animals

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Ethical compliance

- ☒ We have complied with all relevant ethical regulations and include a statement affirming this in the manuscript.

### Ethics committee

- ☒ We have disclosed the name(s) of the board and institution that approved the study protocol in the manuscript.

I certify that all the above information is complete and correct.

Typed signature Aijun Sun Date Oct 11, 2022

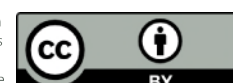

**Supplement:** Supplementary file 4 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

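RNA from ischemic gastrocnemius muscles of 3 *Gpr174* -/Y and 3 WT mice, taken 7 days after HLI, was sequenced on the BGISEQ platform named in the methods. The authors deposited 1 table of 58843 RefSeq transcripts with expected counts, that is estimated reads per transcript that need not be whole, without normalization. The authors also gave FPKM, scaled for transcript length and library size, and the deposited table holds TPM for the same libraries. The group means in the table were not used, since each library has its own values. The paper's text does not name the aligner, the counting program, the strand use or the genome build.

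Samples were mapped to genotype and replicate number from the sample labels, with no per-sample column left over. Same-numbered samples are different mice, so no replicate block was used. Expected counts were summed over each gene's transcripts by Entrez identifier and rounded, giving 18089 genes, of which 99.7% received a symbol and 18034 had a count. Whole counts in all 6 libraries were found for 7691 genes (42.5%). Coordinates are from GENCODE M21 on GRCm38.

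Genes were compared with edgeR 4.0.16 (TMM normalization, edgeR's filter on low counts, robust quasi-likelihood F-test) in R 4.3.3, with Benjamini-Hochberg adjustment, an adjusted p of 0.05 and an absolute log2 fold change of 1, the thresholds of the paper. The median prior degrees of freedom were 2.84. Values of *Areg*, *Gpr174*, *Mak*, *Lipn* and *Efcab15* come from the same fit without the filter, which had removed them. Where every library of a group had at most 3 counts, the fold was computed against 3 counts. It is a lower bound of the observed fold. Counting error and spread in the other group are left out. Gene sets, written before the data were examined, were tested with limma 3.58.1 (camera, inter-gene correlation 0.01, log2 CPM with a prior count of 2) over 17 sets.

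Genes named in the text are those of Fig. 3a and Fig. 6a, *Gpr174*, *Vegfa*, *Il10*, the sex check genes, the 5 largest increases and decreases among genes past both thresholds with no overlap between groups and a mean of at least 1 CPM, and the gene with the lowest adjusted p in each direction, with ties broken by the unadjusted p. *Mb* and *Foxp3* were chosen after their values were seen.

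Alternatives set before the data were examined were DESeq2 1.42.0 (size factors, and its Wald test), upper-quartile normalization, limma voom, no filter, at least 10 counts in every library, the MA-plot test on summed counts, a replicate block, leaving out each library, a score of mature muscle fibre genes as a covariate, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in 3 libraries, a test against a 1.2-fold change, and for gene sets another prior count (0.5) and an inter-gene correlation estimated per set. Total-count scaling and the fits with 2 replicates of each group were chosen after seeing the data. FPKM was used where either FPKM or TPM had been planned.

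The tests were tested on simulated data with 200 changed genes, where edgeR recovered 98.5% of them. Each changed gene had an absolute log2 fold change of 1.5 and was drawn from genes above a minimum mean count. The recovery thus does not extend to genes with few counts, such as *Areg* and *Gpr174*. The common dispersion was 0.00967, a biological coefficient of variation of 0.098. Other scripts used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Other experiments of the paper, including the published Treg arrays, were not analysed here.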

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

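The total-count comparison, the GC and length comparison and the use of the planned fibre score fit to weigh explanations were chosen after the results were seen. The results concern genes the paper does not discuss as groups, which is why they are listed here. By staining and flow cytometry the paper did measure vessels, macrophages and hypoxia, which are set beside the gene sets below.

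The 22 tested genes of mature muscle fibres had a median log2 fold change of -1.43 in *Gpr174* -/Y muscles, with 0 of 22 higher (adjusted p = 3.86e-09 in limma's camera test, against a range from 9.76e-18 to 0.511 over its alternatives). These genes took 19.1%, 17.2% and 14.3% of the counts in WT replicates 1, 2 and 3 and 8.08%, 7.85% and 7.51% in the *Gpr174* -/Y replicates. With total counts in place of TMM scaling the median was -1.15; this scaling shifts all genes alike, so the comparison cannot decide whether a few genes taking most of the counts contribute. Genes grouped by like GC content and length had median log2 fold changes from -0.26 to 0.18, and after subtracting these the median was -1.39. Total counts of the libraries were close, from 18417077 to 19394469. Other splits of the libraries also gave gene sets past the threshold in the camera test, so that adjusted p cannot be taken as an error rate. The share of muscle fibre in the piece of tissue sampled cannot be told apart from an effect of the genotype. A score of these genes parts the groups completely, and with it as a covariate 381 genes passed both thresholds, of which 63 were among the 1192. A candidate explanation is less mature fibre in the *Gpr174* -/Y samples, from sampling or from the course of the injury, and the data do not separate these.

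Genes of regenerating fibres had a median log2 fold change of 0.96, with 11 of 12 higher, and endothelial genes one of -0.73, with 1 of 14 higher (adjusted p = 0.00054 and 4.74e-05, with ranges over the alternatives from 0.000185 to 0.608 and from 7.35e-08 to 0.511). With total counts the medians were 1.23 and -0.45, a shift of all genes alike that cannot decide whether a few abundant genes contribute. After the GC and length correction they were 0.92 and -0.72. The mix of cells in the tissue sampled was not separated from the genotype, so these medians may follow from it. For vessels the paper reports the opposite direction, a higher density by staining in *Gpr174* -/Y muscles 7 days after HLI. Staining of sections and RNA of whole muscle are unlike measures, and the data do not decide between them. When the correlation between genes was estimated within each set, 0 of the 17 sets passed, and 0 had an unadjusted p under 0.05.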

How the results depend on the processing

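The count of 1192 genes past both thresholds was within 1.5 times its value in 16 of 22 alternatives, and the count of 7863 at any fold change in 18 of 21. *Egr1* was higher in 21 of 21 alternatives, with an adjusted p under 0.05 in 20, and *Areg* was higher in 19 of 19 with an adjusted p under 0.05 in 5, not counting the alternative without the filter, which is the fit already reported for it. A filter of at least 10 counts leaves no value for *Areg*. The causes of the changes given here were not tested, except for the scaling. Total-count scaling and the fits with 2 replicates of each group were chosen after seeing the data.

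The MA-plot test on summed counts gave 2122 genes past both thresholds, 12026 at any fold change and 4 of the 5 regulators, with a log2 fold change of 1.45 for *Areg* (adjusted p = 0.0372), 0.23 for *Nrip1* and 0.16 for *Arnt*. With limma voom *Areg* had 0.97 (adjusted p = 0.0391). With limma on log2(FPKM + 1) there were 645 genes and 3 regulators, and the log2 fold change was 0.20 for *Areg* (adjusted p = 0.00431), -0.07 for *Gpr174* (0.0585), 0.19 for *Nrip1* and 0.15 for *Arnt*. With log2(FPKM + 0.1) there were 3 regulators, with 0.87 for *Areg* (adjusted p = 0.00353), 0.23 for *Nrip1* and 0.16 for *Arnt*. With total counts there were 3 regulators, with 1.39 for *Areg* (adjusted p = 0.0471), 0.23 for *Nrip1* and 0.16 for *Arnt*. The adjusted p of *Areg* ranged from 0.00353 to 0.945 over its alternatives.

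With the mature fibre score as a covariate, 381 genes passed both thresholds, 482 passed at any fold change, and 4 of the Fig. 3a genes passed in the direction of the heatmap. The log2 fold change of *Gpr174* was -1.88 (adjusted p = 0.777) and that of *Areg* 0.79 (adjusted p = 0.945). The direction reversed for *Lama1* (-1.63), *Clec4e* (-0.72), *Lipn* (-3.67), *Tspan8* (1.36), *Plcd4* (2.35), *Phkg1* (1.83), *Timp4* (0.09), *Slc25a12* (0.50), *Hoxb9* (-0.54), *Nrip1* (1.07), *Arnt* (0.15), *Atf4* (-0.09), *Il10* (-2.85), *Ctrb1* (-0.93) and *Mmp12* (-1.90). Of these, *Plcd4* (adjusted p = 0.0301, range over its alternatives up to 0.0734) and *Phkg1* (0.0343, up to 0.0829) passed in the reversed direction. The score parts the groups, so this fit rests on the spread within them.

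With replicates 1 and 3 of each group only, 0 genes passed both thresholds or at any fold change, 0 of the Fig. 3a genes and 0 regulators, against 5026, 16 and 1 with an unadjusted p under 0.05. There *Egr1* had 0.97 (adjusted p = 0.0542, range from 2.99e-275 to 0.0542), *Gpr174* -3.69 (0.0877) and *Atf4* -0.02. With replicates 1 and 2 only, 1835 genes and 2 regulators passed, and *Gpr174* had -3.34 (0.0625). With replicates 2 and 3 only, *Gpr174* had -5.01 (0.0606), *Nrip1* 0.09, *Atf4* -0.05 and *Il10* -0.08. The adjusted p of *Gpr174* ranged from 0.000254 to 0.777.

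Across the 6 fits that each left out 1 library, the genes past both thresholds ranged from 924 to 1826, those at any fold change from 5457 to 9165, the Fig. 3a genes from 15 to 16 and the regulators from 1 to 3. The log2 fold change ranged from 0.97 to 1.22 for *Areg*, from 0.92 to 1.04 for *Egr1*, from -5.50 to -3.22 for *Gpr174*, from -0.18 to 0.06 for *Nrip1* and from -0.04 to 0.06 for *Atf4*.

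Of the gene sets, 0 passed when the inter-gene correlation was estimated per set (0 at an unadjusted p under 0.05). The genes of Fig. 5d called anti-inflammatory reversed with at least 10 counts in every library (median -0.07, from 0.21). They did not pass in limma's camera test (adjusted p = 0.482). Nor did those called pro-inflammatory (median 0.52, 11 of 13 higher, adjusted p = 0.111), which passed in 3 of 16 alternatives. The paper measured the genes of Fig. 5d in macrophages cocultured with Tregs, not in muscle. Over the comparisons of each other named gene and set with each alternative, 33 reversed, 58 were weaker and 10 stronger, and 759 kept their direction and their side of the threshold. The replicate block gave 1139 genes, and the mean correlation of same-numbered libraries was -0.007. *Areg* and *Gpr174* have at most 8 counts per library, so the depth limits them to lower bounds.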

Differences from the paper's values

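Values of the paper in this part were read by eye from Supplementary Fig. 4a. The highest point of the volcano plot was added as a measure after the values here had been seen.

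The paper shows about 1600 higher genes in Supplementary Fig. 4a, against 496 here. Of the alternatives set before the data were examined, the MA-plot test on summed counts, with 1552, came within 1.5 times the paper's number, and the others did not. Total-count scaling, chosen after seeing the values, gave 1144, also within 1.5 times, but its 354 lower genes were not within 1.5 times the paper's. The paper's lower genes, about 580 in Supplementary Fig. 4a, were 696 here and 570 with the MA-plot test.

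For *Egr1* the paper shows a log2 fold change of about 1.2 in Supplementary Fig. 4a, against 0.97 here. The MA-plot test gave 1.25, the fit with the mature fibre score as a covariate 1.39, limma on log2(FPKM + 1) 1.18 and on log2(FPKM + 0.1) 1.24, each within the standard error or the error of reading the plot, taken as 0.1, whichever is larger, and the other alternatives set before the data were examined did not close the gap. Total-count scaling, chosen after seeing the values, gave 1.25.

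The paper's -log10 q of *Egr1* is about 20 in Supplementary Fig. 4a, against 3.32 here. DESeq2's Wald test gave 22.25, and no other alternative set before the data were examined came within 1.5 times. The MA-plot test, which reached the paper's gene counts, gave 274.52. The highest point of the plot is at about 180 in Supplementary Fig. 4a, against 3.63 here. DESeq2's Wald test gave 179.23, and no other alternative with a value came within 1.5 times. The smallest q of the MA-plot test was too small to be held as a number, so it has no value there.

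The paper's -log10 q of *Areg* is about 8 in Supplementary Fig. 4a, against 0.90 here, and none of the alternatives set before the data were examined closed the gap. Its log2 fold change is about 2.1 in Supplementary Fig. 4a, against 1.14 in the fit without the filter. The WT libraries are under 3 counts, so only a lower bound of the observed fold, 1.5-fold, can be given here. That bound leaves out counting error.

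The paper lists *Areg* and *Egr1* among the genes past its thresholds in Fig. 3a, and neither passed both here (adjusted p = 0.125 for *Areg*, log2 fold change 0.97 for *Egr1*). Both thresholds were passed by *Areg* with the MA-plot test (1.45, adjusted p = 0.0372) and with total-count scaling, chosen after seeing the values (1.39, 0.0471). The adjusted p alone was under 0.05 for *Areg* with limma voom and with both FPKM fits, and over all alternatives it ranged from 0.00353 to 0.945. *Egr1* passed both in the fits named for its fold change, without WT replicate 1 (1.04), and with replicates 2 and 3 of each group only, chosen after seeing the values (1.05). *Mak*, *Lipn* and *Efcab15*, also listed in Fig. 3a, were removed by the filter and passed both thresholds without it, with DESeq2's Wald test and with the MA-plot test.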

Other observations

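Apart from the counts of splits, the gene set tests and the fits named as planned in the processing summary, the tests in this part were chosen after the results were seen.

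Replicate 2 of each group lay between replicates 1 and 3 in most abundant genes. Fitted as a mixture, it was 60.4% replicate 1 and 39.6% replicate 3 in both groups. The squared residual was 0.485 of the independent counting noise in WT and 0.412 in *Gpr174* -/Y libraries, where independent libraries give 1 or above. Simulated independent libraries from mixed RNA gave 1.024 and 0.99, and simulated libraries with all reads shared gave 0.326 and 0.319. Among genes with whole counts and mean counts from 5 to 20, the chi-square per gene of pairs with replicate 2 was 0.805 and 1.013 in WT and 0.631 and 0.748 in *Gpr174* -/Y libraries, where separate mice give 1 or above. At mean counts from 20 to 50 it was 1.109 and 1.59 in WT and 0.599 and 0.926 in *Gpr174* -/Y libraries, so in WT these counts do not separate the pattern from fractional assignment of reads or from independent libraries. At mean counts from 100 to 500 it was 2.263 and 3.891 in WT and 0.851 and 1.253 in *Gpr174* -/Y libraries. Replicate 1 fitted from replicates 2 and 3 also gave values under 1 (0.766 and 0.449), with weights at the bound of the fit. Replicate 3 fitted from replicates 1 and 2 gave 5.954 in WT and 1.023 in *Gpr174* -/Y libraries, also at the bound. Only replicate 2 had weights inside the bounds, and its ratio was the lowest in both groups. As replicate 1 also fell under 1, the fit alone does not say which libraries share reads. A candidate explanation is that replicate 2 shares reads with the other libraries of its group, which would leave fewer independent samples than 3. How the libraries were made was not analysed here.

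The split of genes into higher and lower moved with the scaling. The median of all tested genes shifted by 0.28 on the log2 scale with total counts, by 0.13 when the mature fibre genes were left out of the totals, by 0.139 when the 20 most abundant genes were and by 0.074 when the 200 most abundant were. The shift is consistent with a few abundant genes taking more of the counts in WT libraries.

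Only the real split of the 6 libraries, 1 of 10, gave as many genes past both thresholds, and 1 of 10 gave as many at any fold change, as many Fig. 3a genes and as many Fig. 6a regulators. The Fig. 3a genes were chosen on this split. For the gene sets, 3 of 10 splits gave as many as 7, and no split gave fewer than 2. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes and 2 as many sets; the other splits part 1 pair. With 10 splits no share under 0.1 can be reached.

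*Egr1* was higher in *Gpr174* -/Y muscles. With the mature fibre score as a covariate it was 1.39 (adjusted p = 0.0225, range from 2.99e-275 to 0.0542), but that score parts the groups, so *Egr1* cannot be told apart from the share of muscle fibre in the tissue by this fit. After the GC and length correction it was 0.98. A response to handling of the tissue cannot be told apart from the genotype: 16 of 20 tested immediate early genes were higher, as either may give.

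*Vegfa* was lower in *Gpr174* -/Y muscles (log2 fold change -1.18, adjusted p = 0.000778), and *Il10* did not differ detectably (0.46, adjusted p = 0.435), while the paper's RT-qPCR of ischemic muscles found higher *Vegf* and unchanged *Il-10*. With the fibre score as a covariate, *Vegfa* was -0.20 (adjusted p = 0.594, range from 6.78e-294 to 0.594), so it cannot be told apart from the share of muscle fibre in the tissue.

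The log2 fold change of *Apol6* differed by 0.25 from that of *Mb*, which it overlaps on the opposite strand. Reads of *Mb* counted for *Apol6* may give such a likeness, and so may a like change of both. A fixed share of *Mb* reads would give the same ratio of *Apol6* to *Mb* counts in all libraries of a group. The ratio was 1.42%, 1.62% and 1.86% in WT replicates 1, 2 and 3, where the highest was 1.31 times the lowest, a difference of 4.01 counting errors. Judged by counting error alone, a share of *Mb* reads fixed across libraries does not fully account for *Apol6*. In *Gpr174* -/Y libraries the highest was 1.2 times the lowest, a difference of 1.64 counting errors, which does not decide it. A share of *Mb* reads that differs between libraries was not tested.

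Other gene sets past the threshold in limma's camera test are given with median log2 fold change, adjusted p and its range over the alternatives. Proliferation had 0.82 (12 of 12 higher, adjusted p = 7.12e-06, range from 2.14e-06 to 0.511). Macrophage genes had 0.77 (13 of 14 higher, adjusted p = 0.00054, range from 0.00014 to 0.608). Hypoxia genes had -0.54 (2 of 11 higher, adjusted p = 0.0326, range from 0.00601 to 0.511). Immediate early genes had 0.39 (adjusted p = 0.0326, range from 0.0198 to 0.608). At 7 days the paper's flow cytometry found like numbers of total macrophages in both groups. Its staining found less hypoxia in *Gpr174* -/Y muscles. Both are measures unlike RNA of whole muscle.

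*Foxp3*, chosen after its values were seen, had 8, 9 and 13 counts in WT and 6, 10 and 7 in *Gpr174* -/Y replicates 1, 2 and 3 (log2 fold change -0.69, adjusted p = 0.137 without the filter).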
